# Efficient Differentiation of Steroidogenic and Germ-Like Cells from Epigenetically-Related iPSCs Derived from Ovarian Granulosa Cells

**DOI:** 10.1371/journal.pone.0119275

**Published:** 2015-03-09

**Authors:** Raymond Anchan, Behzad Gerami-Naini, Jennifer S. Lindsey, Joshua W. K. Ho, Adam Kiezun, Shane Lipskind, Nicholas Ng, Joseph A. LiCausi, Chloe S. Kim, Paul Brezina, Thomas Tuschl, Richard Maas, William G. Kearns, Zev Williams

## Abstract

To explore restoration of ovarian function using epigenetically-related, induced pluripotent stem cells (iPSCs), we functionally evaluated the epigenetic memory of novel iPSC lines, derived from mouse and human ovarian granulosa cells (GCs) using *c-Myc*, *Klf4*, *Sox2* and *Oct4* retroviral vectors. The stem cell identity of the mouse and human GC-derived iPSCs (mGriPSCs, hGriPSCs) was verified by demonstrating embryonic stem cell (ESC) antigen expression using immunocytochemistry and RT-PCR analysis, as well as formation of embryoid bodies (EBs) and teratomas that are capable of differentiating into cells from all three germ layers. GriPSCs’ gene expression profiles associate more closely with those of ESCs than of the originating GCs as demonstrated by genome-wide analysis of mRNA and microRNA. A comparative analysis of EBs generated from three different mouse cell lines (mGriPSCs; fibroblast-derived iPSC, mFiPSCs; G4 embryonic stem cells, G4 mESCs) revealed that differentiated mGriPSC-EBs synthesize 10-fold more estradiol (E2) than either differentiated FiPSC- or mESC-EBs under identical culture conditions. By contrast, mESC-EBs primarily synthesize progesterone (P4) and FiPSC-EBs produce neither E2 nor P4. Differentiated mGriPSC-EBs also express ovarian markers (AMHR, FSHR, Cyp19a1, ER and Inha) as well as markers of early gametogenesis (Mvh, Dazl, Gdf9, Boule and Zp1) more frequently than EBs of the other cell lines. These results provide evidence of preferential homotypic differentiation of mGriPSCs into ovarian cell types. Collectively, our data support the hypothesis that generating iPSCs from the desired tissue type may prove advantageous due to the iPSCs’ epigenetic memory.

## Introduction

Embryonic stem cells (ESCs) hold great promise for therapeutic and regenerative medicine applications due to their inherent ability to produce tissue from all three germ layers. However, ESCs can only be produced from discarded human embryos generated during fertility treatment. More recently, the emergence of protocols that derive induced pluripotent stem cells (iPSCs) from somatic tissue has revolutionized stem cell research by affording alternatives to embryo-derived ESCs [1, 2]. With this discovery, we now have an alternate population of pluripotent stem cells that may be derived from a variety of terminally differentiated somatic cells.

The ability to generate stem cells from adult tissue offers hope to patients by facilitating autologous stem cell therapies [3, 4]. Yet a significant scientific hurdle to using ESCs or iPSCs in regenerative medicine is the paucity of information on the precise molecular signals necessary to direct differentiation into specific tissues. Despite their overall similarity to ESCs, accumulating evidence suggests that iPSC lines vary in their capacity to produce certain tissue types upon spontaneous differentiation [5–8]. This restriction is in part related to reprogrammed cells’ epigenetic signature, which may be defined as a mechanism by which cells retain a functional memory of their originating identity throughout cell divisions [9–12]. While one metric of such memory involves methylation analysis of tissue-specific genes, here we demonstrate a functional analysis of differentiating stem cells. With these techniques we test our hypothesis that tissue-specific iPSCs favor homotypic differentiation, reverting preferentially to their originating cell type.

The consequence of this epigenetic memory has been noted in the biased spontaneous differentiation of iPSCs towards their originating tissue type [13, 14]. For example, when blood-derived iPSCs are allowed to spontaneously differentiate, they are four times more likely to revert to a hematopoietic phenotype than non-blood-derived iPSCs [15]. While this may restrict the utility of blood-derived iPSCs to readily produce non-hematopoietic cell types, such as neural or endodermal cells, their epigenetically-influenced differentiation is advantageous when generation of blood cells is the goal. Thus derivation of tissue-specific iPSCs for homotypic differentiation may be beneficial for targeted regenerative therapies.

In the context of reproductive medicine, these novel techniques employing iPSCs could be used to restore ovarian function in women with premature ovarian failure (POF). POF, a condition characterized by loss of ovarian function before age 40, has been associated with a number of genetic and environmental influences, including Fragile X premutations, 45X/46XX low level mosaicism, and autoimmune and infectious oophoritis. Iatrogenic ovarian injury due to adnexal surgery, pelvic radiation, or chemotherapy is also a major concern. For example, 1 in 8 women in North America are diagnosed with breast cancer and nearly 30% of these women are of reproductive age. In these patients who are under age 30, 10% will suffer complete ovarian failure post-chemotherapy due to the gonadotoxic effects of the chemotherapeutic agents, and 100% of women over age 40 will have long-term, if not permanent, chemotherapy-related amenorrhea [16–19]. In order to investigate the potential of stem cell-based ovarian regeneration therapies, we utilize ovarian granulosa cells (GCs) to generate iPSCs for purpose of differentiating functional endocrine tissue and assess for evidence of preferential epigenetic memory (S1 Fig.).

GCs are one of the three distinct, functional cell types that comprise the mammalian ovary, along with thecal cells and primordial oocytes. These cell populations are arranged in a specific configuration to form ovarian follicles, the sites of steroidogenesis and oocyte maturation in the adult ovary. The juxtaposition of GCs next to the developing oocyte reflects the functional interdependence of these cell types. GCs support oocyte maturation and secrete estrogens while the oocyte in turn secretes signals to regulate GCs [20–24]. During assisted reproductive technologies (ART), such as *in vitro* fertilization (IVF), oocytes are retrieved in the form of an oocyte-GC-complex. GCs are typically isolated and discarded when oocytes are fertilized to generate the embryos used in the patients’ treatment. Per the Society for Assisted Reproductive Technology Clinical Outcome Reporting System (SART-CORS) report, during 2011 there were over 140,000 IVF cycles performed in the United States [25]. Thus discarded GCs are an abundant and accessible source of somatic cells that may be reprogrammed into iPSCs and used in regenerative therapies, especially to address health issues related to ovarian function.

In this study, we demonstrate that GCs of the mouse and human ovary are readily reprogrammed into iPSCs. Both mouse and human GC-derived iPSCs (mGriPSCs; hGriPSCs) share antigenic markers of embryonic stem cells, exhibit pluripotent differentiation capability, and spontaneously form embryoid bodies (EBs). These cells also demonstrate preferential homotypic differentiation into ovarian cell types, supporting the hypothesis that the epigenetic memory of tissue-specific iPSCs may limit their pluripotency and differentiation potential. Here, we show that the mGriPSCs generate steroidogenic cells akin to ovarian endocrine cells, as previously reported for mouse and human ESCs [26, 27]. Moreover, the mGriPSCs can generate cells expressing ovarian and primordial germ cell markers at a greater efficiency than that observed in mESCs.

## Materials and Methods

All supplies were purchased from Sigma-Aldrich (St. Louis, MO) and all antibodies were purchased from Abcam (Cambridge, MA; S1 Table), unless otherwise noted.

### Cell lines and animals

G4 mouse Embryonic stem cells (mESC) were pruchased from the Lunenfeld-Tanenbaum Research Institute [28], mouse fibroblast induced pluripotent stem cell line (FiPSC) was obtained from System Biosciences [29] and mouse granulosa cell derived-iPSCs were generated in our laboratory. All female C57BL6/J mice were purchased from Charles River Laboratories (Wilmington, MA).

### Collection of granulosa cells

#### Mouse granulosa cells collection

With IUCAC approval, pregnant mare’s serum gonadotropin [PMSG]-hyperstimulated female C57BL6/J mice were sacrificed and oocyte-GC-complexes were harvested from the fallopian tubes using standard techniques. Cumulus GCs surrounding each oocyte were released using hyaluronidase and collected (approximately 200,000 cells per collection). GCs were centrifuged at 1500 rpm to pellet and cultured on gelatin-coated plates in defined GC media containing DMEM-F12, 50 μg/ml sodium pyruvate (GIBCO, Carlsbad, California), 5 ng/ml insulin, 0.01 IU/ml PMSG, 5 μg/ml transferrin, 10μg/ml selenium, and 10% heat-inactivated fetal bovine serum (HI FBS, Hyclone, South Logan, UT).

#### Discarded human granulosa cells collection

De-identified, discarded cumulus granulosa cells were obtained during egg-retrievals from consenting patients undergoing routine fertility treatment procedures in the *in vitro* fertilization clinical laboratory at Brigham and Women’s hospital (BWH). GCs were separated from the oocytes using hyaluronidase as per standard clinical treatment protocols and cultured in GC media (between 1–3 million GCs per collection).

### Generation of retrovirus vectors and iPSCs

Mouse and human retroviral reprogramming vectors for the iPSC genes *Oct4*, *Sox2*, *c-Myc* or *Klf4* were generated using standard retroviral production protocols using pMXs retroviral plasmids [30] (Addgene, Cambridge, MA). 293T cells were cultured in DMEM and 10% HI FBS until 40–50% confluent, and then transfected with the reprogramming vectors and VSV-G using FuGENE (Roche, Indianapolis, IN) for 48 hours. Virion particles were then harvested. The mouse and human retroviral vectors were generated using ecotropic and amphotropic virus, respectively. Fresh viral vectors are then employed to infect target GCs primary cultures along with the 6 μg/ml polybrene (Millipore, Billerica, MA). Mouse GCs tend to not proliferate well in culture, so primary cells were infected. Using the Yamanaka retroviral technique, which is replication-dependent, resulted in low infection efficiency. Efficiency was comparable to other published attempts at mouse iPSC generation, at 0.001–0.01% [2, 31, 32]. This variability in derivation efficiency was largely related to the poor *in vitro* proliferation of GC cells prior to reprogramming. After 24 hours, the viral media was rinsed and cultures observed for 2 weeks for emergence of stem cell-like colonies. Putative iPSC colonies were manually picked based on morphology and subcultured on feeder layers of mouse embryonic fibroblasts [MEFs] cells [Global Stem, Rockville, MD] that are mitotically-inactivated with mitomycin C. All stem cells cultures were grown in standard mouse or human stem cell media. Mouse ES media was comprised of DMEM, 10% ES-grade HI FBS, 1000 U/ml ESCRO LIF (Millipore), 2 mM L-Glutamine [GIBCO], 0.2 mM 2-mercaptoethanol. Human ES media consisted of DMEM-F12, 20% Knock Out Serum Replacement (KOSR, GIBCO), 1 mM L-Glutamine, 0.1 mM 2-mercaptoethanol, 8 ng/ml bFGF (Invitrogen, Grand Island, NY).

### mGriPSC and hGriPSC colony expansion

Primitive colonies of iPSCs were grown on MEFs for several days and manually picked based on stem cell colony morphology and passaged onto fresh feeder plates. Further subculture was based on live-immunostaining screening [33], in which live colonies were immunostained while in culture for an external antigen that is characteristic of undifferentiated stem cells. Mouse embryonic stem cell marker stage-specific embryonic antigen-1 (SSEA-1, Millipore) was used for mGriPSC colonies (Fig. 1E-H) and human embryonic stem cell markers SSEA-4 and TRA-1–60 (Millipore) were used for hGriPSC colonies (S2 Fig.). Primary antibody was used at a 1:100 dilution in stem cell media at 37°C overnight followed by incubation in a 1:1000 dilution of secondary rhodamine- or fluoroscein-tagged antibodies in fresh stem cell media for a minimum of 2 hours at 37°C. Positively immunolabeled live colonies were then rinsed of antibody and expanded for further characterization.

**Fig 1:**
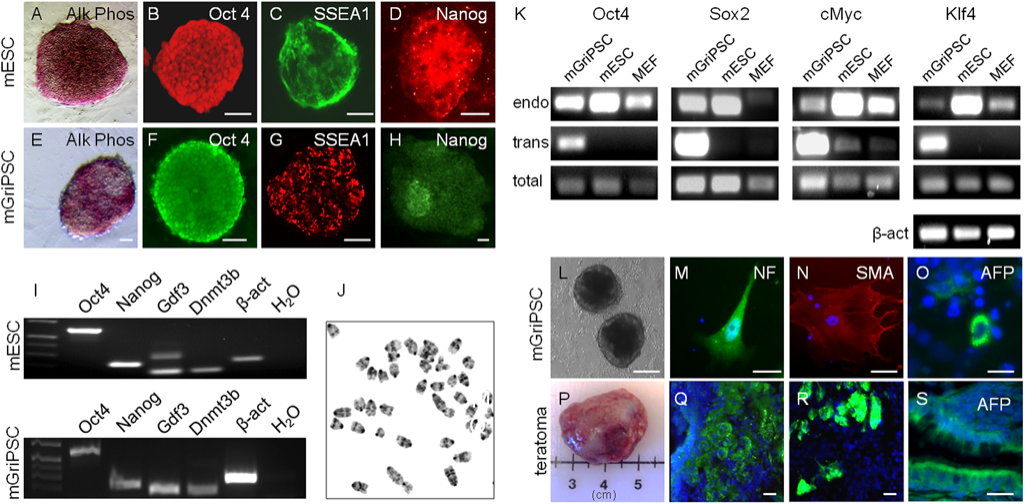
mGriPSCs are pluripotent. Using G4-mESCs as a standard **(A-D, I)**, mGriPSCs are alkaline phosphatase reactive **(E)** and express stem cell antigens Oct4 **(F)**, SSEA1 **(G)** and Nanog **(H, I)**. mGriPSCS express additional stem cell markers by RT-PCR **(I)** and are karyotypically normal **(J)**. mGriPSC express endogenous copies of the introduced reprogramming genes and retroviral [trans] copies are present to varying degrees **(K).** mGriPSCs form EBs **(L)** that differentiate into three germ layers—ectodermal neurofilament **(M)**, and mesodermal SMA **(N)**, and endoderm alpha-fetoprotein (**O,** AFP). Teratomas **(P)** also show differentiation into three germ layers **(Q-S)**. Scale bars: **A-H** 20 μm; **L** 200 μm; **M-O, Q-S** 10 μm.

### Verification of mGriPSC and hGriPSC stem cell status

Cultures of manually selected, presumptive mouse and human GriPSC colonies were fixed using 4% paraformaldehyde (4°C)/4% sucrose in 0.1 N PBS for 15-minutes at room temperature and rinsed twice with 0.1N PBS for 5-minutes. An alkaline phosphatase reaction kit [Millipore] was used to evaluate enzyme activity in the iPSC colonies. Stem cell status was also assessed by immunocytochemistry (ICC) using commercial stem cell antibodies for mouse Oct4, SSEA-1, and Nanog, and for human OCT4, SSEA-4, TRA-1–60 and TRA-1–81 (Millipore; S2 Fig.; S1 Table). Differentiation was analyzed by ICC using antibodies to neurofilament [NF, ectoderm], alpha fetoprotein (AFP, endoderm; Santa Cruz, Santa Cruz, CA), and alpha smooth muscle actin (SMA, mesoderm; S1 Table). Controls included immunostaining for stem cell antigens on primary GCs to assess for expression of these genes prior to infection (S3 Fig.). Additional controls included omission of primary or secondary antibodies.

RNA was extracted using commercially available kits (Qiagen, Germantown, MD). Reverse transcription of cDNA was performed using qScript cDNA Synthesis (Quanta Biosciences, Gaithersburg, MD) and PCR was performed to confirm expression of additional stem cell markers. In the mGriPSCs, expression of Oct4, Nanog, SSEA1, Gdf3, and Dnmt3b were investigated using GoTaq Flexi polymerase (Promega, Madison, WI). For the hGriPSC line, the expression of OCT4, NANOG, DNMT3B, and GDF9 (S2 Table) were tested.

Absence of chromosomal abnormalities was determined by the Dana Farber/Harvard Cancer Center Cytogenetics Core facility (Boston, MA) in ten metaphase cells from mGriPSC colonies (Fig. 1J).

This process generated a total of 12 positively identified and characterized mGriPSC clones.

### PCR analysis of reprogrammed iPSC line

Endogenous (native cellular), transgene (reprogramming vector), and total (capturing both) primers for all four stem cell genes that were introduced to the cells were used to determine the origin of stem cell gene expression (Fig. 2; S2 Table). These primers were used to characterize our mGriPSC line, G4 mESCs and control MEF cells. RT-PCR was performed using the kits and protocols described above, with the addition of 5% DMSO to the PCR reactions.

**Fig 2:**
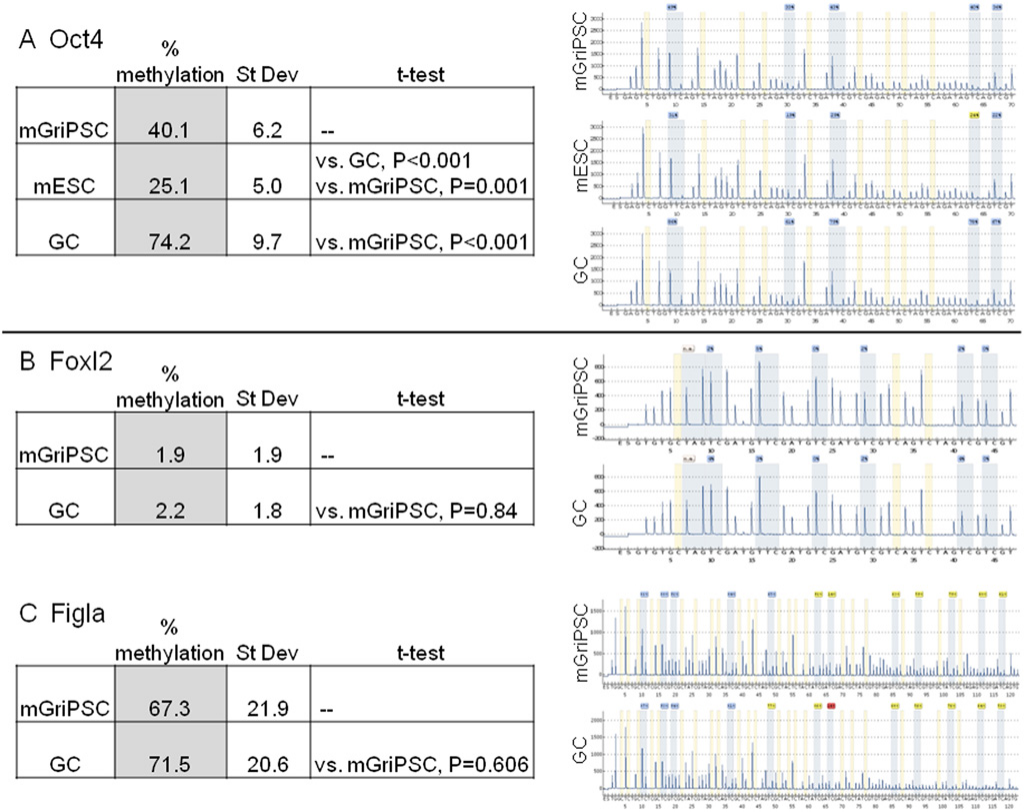
Methylation analysis of GC-derived iPS cells shows stem cell reprogramming with retention of target tissue methylation. The stem cell gene Oct4 in mGriPSC is less methylated than it is in GCs (mGriPSC vs. GC, P<0.001) and is therefore more similar to Oct4 in G4 ESCs **(A)**. Methylation patterns of ovarian and germ cell genes Foxl2 and Figla are comparable in both mGriPSC and GCs (**B**, Foxl2, P = 0.84; Figla, P = 0.606).

### Teratoma formation

Low-passage mGriPSCs cultured on irradiated MEFs [Global Stem] were detached using with collagenase IV (GIBCO) (1 mg/ml collagenase IV dissolved in 37°C DMEM media, filtered through 0.22 micron syringe filter) until detachment of the edges of the mGriPS colonies was detected. These colonies were harvested and dissociated with Accutase (Invitrogen) for 2–3 minutes to produce a single-cell suspension. Approximately 5–9 million mGriPSC cells in 100 μl DMEM media (pre-warmed at 37°C) were injected into the rear leg muscles of five-week-old severe combined immunodeficient (SCID) mice. A total of six mice were injected. Mice were sacrificed 7–8 weeks after injection and teratoma tissue was excised, fixed in cold 4% paraformaldehyde/4% sucrose, and processed for paraffin embedding. Sectioned slides containing various regions of tumors were stained by hematoxylin and eosin (H&E). Complex structures with various cell types were analyzed. Teratoma sections were also immunostained for differentiation markers (listed above).

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Harvard Medical Area Standing Committee on Animals (Protocol: 750). All efforts were made to minimize suffering.

### Embryoid body formation and endocrine assays

EBs were generated from mGriPSC (Fig. 3A) mouse G4 mESC [28], mouse fibroblast-derived iPSCs [mFiPSC] [29], and hGriPSC (S2 Fig.) colonies on MEFs using the following protocol. Cultures were rinsed using Ca^2+^- and mG^2+^-free PBS and then treated with pre-warmed collagenase IV and Accutase as described above. To initiate differentiation of EBs, the mES media was replaced with EB media, consisting of DMEM-F12, 15% KOSR, 15% HI FBS, 1 mM L-glutamine, 0.1 mM 2-mercaptoethanol, and 1% Non-essential amino acids (NEAA, Invitrogen), 1% antibiotic-antimycotic solution (Invitrogen). EB media was used to resuspend the dissociated mGriPSC into a single-cell suspension. To minimize the presence of MEFs during EB formation, the cell suspension was placed to a gelatin-coated 100 mm culture plate in a 37°C, 5% CO2 incubator for 15–20 minutes. MEF cells typically adhere to gelatin faster than ESCs and iPSCs, thus the supernatant that is collected after 20 min contains fewer MEFs. This process was performed 2 times. Cell concentration was adjusted to approximately 6–10x10^5^ cells/ml using EB media. The suspension was then plated into ultra low-attachment 6-well plates (Corning, Tewksbury, MA) or 100mm plates coated with 2% poly-HEMA in ethanol which also achieves low-attachment. EBs were grown in suspension for 14 days, and subsequently attached to gelatin-coated plates for up to 30 days of additional culture. Half of the media in each well was collected and replaced daily with fresh EB media. This experiment was performed three times. Collected media was assayed for estradiol and progesterone by radioimmunoassay (RIA) at the Wisconsin National Primate Research Center (WNPRC) at the University of Wisconsin-Madison.

**Fig 3:**
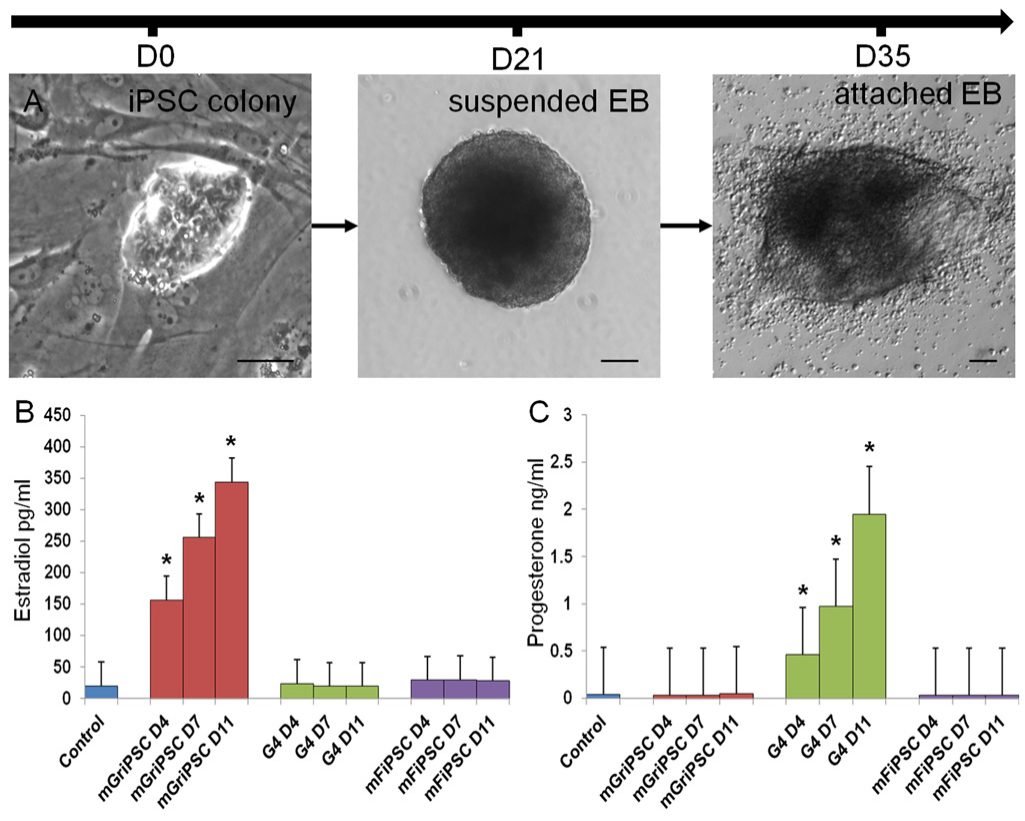
mGriPSC-EBs preferentially synthesize estradiol. Mouse GCs **(A)** infected with pluripotency genes generate iPSC colonies. Arrow indicates primary granulosa cells. mGriPSC-EBs, when allowed to attach, synthesize estradiol **(B)** at concentrations 5 to 12 times those of G4-EBs and mFiPSC-EBs. Two-tailed t-test, *P<0.001, different from other two cell lines at same time point. G4-EBs primarily secreted progesterone **(C)** while mFiPSC-EBs produced negligible amounts of either. Two-tailed t-test, *P<0.005, different from other two cell lines at same time point. Scale bar: **A** 100 μm.

### Ovarian tissue markers

Markers of ovarian tissue were employed to characterize differentiation of mGriPSC. EBs from all three cell lines were also dissociated using pre-warmed 0.05% Trypsin-EDTA (GIBCO) and reattached to gelatin-coated plates as a cell monolayer for improved visualization of individual cells. After fixation, ICC for antigens characteristic of ovarian cell types, including anti-Müllerian hormone and receptor (AMH/R), follicle-stimulating hormone receptor (FSHR), aromatase (Cyp19a1), inhibin β-A (Inha), and estrogen receptor (ER), was performed both *in situ* and *in vitro* for ovarian granulosa cells and differentiated stem cells. In the adult female reproductive system, AMH, a member of the TGF-beta superfamily, localizes to the granulosa cells of the ovary and is a marker of ovarian follicle reserve. Furthermore, AMH is also believed to play a role in antral follicle recruitment. In this study we use this as a marker for ovarian tissue specificity. FSHR and ER are expressed by postnatal ovarian granulosa cells and are also involved in follicle recruitment and growth. Similarly, Inha is expressed by ovarian granulosa cells and is associated with secondary follicles. One of the primary ovarian functions is steroidogenesis regulated by aromatases. Cyp19a1 is a primary aromatase that converts 19-carbon androgens into 18-carbon estrogens. Additional ovarian markers used in this study include Foxl2, an ovarian tissue commitment marker, and Figla, a marker of germ cell lineage.

Differentiated stem cels that were positively-immunolabeled for these ovarian markers were counted in 4 fields of view per antibody per cell line, and the percentage of cells expressing each of the ovarian antigens was calculated for dissociated mGriPSC-EBs, G4 mESC-EBs, and mFiPSC-EBs. Undifferentiated cell colonies from all three cell lines were also stained for these ovarian antigens as a negative control (S4 Fig.).

### Statistical analyses

All endocirne data was analysed using a two-tailed T-test p<0.05 for significance. The microarray data were processed using the *lumi* package [34] for background subtraction, log2 transformation and quantile normalization. The R statistical environment was used to perform data analysis [http://www.r-project.org]. To filter out unresponsive probes, we removed probes that had detection *P*-values <0.01 (as determined by Illumina’s BeadStudio software) in less than or equal to one sample across all samples.

### Mouse primordial oocyte differentiation analysis

mGriPSCs and G4 mESCs were used to generate EBs, as described above, in defined media formulated by our lab to enrich ovarian cell types during differentiation (oocyte derivation media: DMEM, 15% KOSR, 15% HI ES-grade FBS, 2mM L-Glutamine, 1% NNEA, 0.1 nM 2-Mercaptoethanol, 100 U/ml ESGRO LIF, 5 ng/ml insulin, 0.01 U/ml PMSG, 50 μg/ml sodium pyruvate, 5 μg/ml Transferrin, 10 μg/ml Selenium, 50 ng/ml BMP-4, 5 μM Retinoic Acid, 5 μM Forskolin). After 2 weeks in suspension, EBs were dissociated and reattached to gelatin-coated plates, as described above, for an additional 10 days of culture as a monolayer of cells in oocyte derivation media. After fixation, ICC for mouse oocyte markers was performed with antibodies to Gdf9, Dazl, Boule, Mvh, and Zp1 (Santa Cruz; S1 Table). Positively-immunolabeled, spherical-shaped cells were counted in 7 fields of view and the percentage of cells expressing each of the oocyte antigens in both the dissociated mGriPSC-EBs and G4-EBs was calculated.

### Microarray mRNA expression analysis

Microarrays were run using the Illumina WG-6 v2.0 kit. cDNA was amplified from RNA extracted from cell lines or tissues as described above and run in triplicate. Our analyses compared suspended and attached mGriPSC- and mESC-EBs with mESC colonies, postnatal day 2 (P2) mouse ovaries, and isolated adult mouse GCs. The R statistical environment was used to perform data analysis (http://www.r-project.org). The microarray data were processed using the *lumi* package [34] for background subtraction, log2 transformation and quantile normalization. To filter out unresponsive probes, we removed probes that had detection *P*-values < 0.01 (as determined by Illumina’s BeadStudio software) in less than or equal to one sample across all samples (18 samples in total). The remaining 25,294 probes were used for analysis. If multiple probes represent a single gene, the probe with the highest median expression across all samples was chosen to represent the expression of that gene. The final dataset contains 18,029 genes. 

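Put through the filter and the probe rule of the methods, the deposited values gave 26668 probes and 17974 genes. Fshr, the receptor for FSH on granulosa cells, shows what the probe rule decides. Its probe with the highest median had a log2 signal of 5.55 ± 0.14 (SD, n = 3) in adult ovary. The other 2 probes had 10.86 ± 0.07 and 10.59 ± 0.02 there and at most 5.02 in any other group. Cyp11a1, the cholesterol side-chain cleavage enzyme, is read by 4 probes. The one used had 7.16 ± 0.50 in adult ovary and 5.89 ± 0.24 in P2 ovary, and another had 10.32 ± 0.43 and 5.22 ± 0.16 (SD, n = 3). Of the genes kept, 5779 have several probes that pass the filter. The deposited detection p-values cover only the 6 ovary arrays. On each of the 12 EB arrays a probe counted as above background from a log2 signal of 5.60, the mean over the ovary arrays of the lowest value of a detected probe.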

Heat maps were generated to illustrate hierarchal clustering of genome-wide expression as well as genes in the steroidogenic biosynthesis pathways. The set of core steroid biosynthesis enzymes was taken from a review paper [35]. Principal component analysis (PCA) was performed on the gene expression dataset using R’s *prcomp* function (S1 Materials). Differential expression analysis was performed using limma [36]. These were then evaluated to explore common differentially regulated genes (DRGs) and relevant gene regulatory networks (GRNs). Differential gene expression relevant to gonadogenesis and steroidogenesis was further analyzed using Ingenuity Pathways Analysis (IPA) software (Ingenuity Systems, Redwood City, CA).

### Genome-wide profiling of microRNA using next generation sequencing

Bar-coded multiplexed cDNA library preparation was performed as previously described [37]. For each sample, barcoded 3’ adapters were ligated to 2 μg of total RNA. Size fractionation during adapter ligations using radiolabeled 19- and 35-nucleotide markers were used to gel purify the miRNA fraction. Sequencing of amplified cDNA libraries was performed using 50 cycles of single-end sequencing by synthesis (Illumina HiSeq 2000). Barcodes were extracted and reads were aligned to the genome (hg19) and annotated using an in-house pipeline [37, 38]. The sum of all reads with fewer than 2 annotation mismatches was used to determine miRNA abundance, as previously described [39].

## Results

### Mouse ovarian GCs are readily reprogrammed into ovarian tissue-derived iPSCs

G4 mESCs were used as a standard for characteristic alkaline phosphatase reactivity and stem cell antibody ICC (Fig. 1A-D). The stem cell identity of the mGriPSC line as was verified by confirming positive alkaline phosphatase reactivity (Alk Phos, Fig. 1E) and expression of stem cell markers Oct4, SSEA-1, and Nanog (Fig. 1F-H). Colony morphology was comparable to mESCs. RT-PCR of ICC-confirmed Oct4, Nanog, and SSEA-1, as well as additional stem cell markers Gdf3 and Dnmt3b, was demonstrated in G4 mESCs and further verified pluripotency of the mGriPSCs (Fig. 1I). We confirmed that the mGriPSC line was consistently karyotypically normal by chromosome analysis, with 10 metaphase cells possessing 40 normal chromosomes (Fig. 1J). Additional culture of mGriPSC-EBs (Fig. 1L) in differentiation conditions resulted in generation of cell types from all three developmental germ layers as demonstrated by neurofilament (NF, ectoderm, Fig. 1M), smooth muscle actin (SMA, mesoderm, Fig. 1N) and alpha fetoprotein (αFP, endoderm, Fig. 1O) immunoreactivity. 100% of the six injected SCID mice formed a teratoma (Fig. 1P), which displayed differentiation into cells types of all germ layers [Fig. 1Q-S]. Collectively, these cytological characterization and functional differentiation studies confirm the successful generation of a novel ovarian tissue iPSC line.

### Characterization of endogenous stem cell gene expression in mGriPSCs

We interrogated activation of stem cell loci for Oct4, Sox2, cMyc and Klf4 in retrovirally reprogrammed mGriPSC (Fig. 1K). Our results demonstrate endogenous activation of all four genes reflecting successful reprogramming of our derived iPSC cells. PCR analysis with primers for the total transcripts [endogenous and transgene] confirmed presence of these genes in our iPS line, while transgene expression demonstrated various levels of silencing.

### Human GCs are also reprogrammable to generate hGriPSCs

Employing the same retroviral infection technique, we derived an analogous human granulosa cell-derived iPSC line and generated hGriPSC-EBs (S2A-D Fig.). The hGriPSC cultures morphologically resemble hESC colonies in that colonies are larger in diameter and flatter than mGriPSC colonies. Furthermore, they demonstrate expression of known human stem cell antigens OCT4, SSEA4, TRA-1–81, and NANOG by ICC analysis (S2E-H Fig.) and alkaline phosphatase reactivity (S2I Fig.). RT-PCR re-confirmed the expression of OCT4 and NANOG, as well as other stem cell markers DNMT3B and GDF3 (S2J Fig.). These results reliably verify the stem cell status of our human GC-derived iPSC line.

### Methylation analysis supports reprogramming and retention of GC signature

The methylation status of CpG islands #25–29 in the Oct4 gene was analyzed in mGriPSCs, G4 mESCs, and GCs (Fig. 2A). In mGriPSC, methylation of the CpG islands ranged from 32.7–48.8%, in mESCS 19.4–31.5%, and in GCs 61.4–85.7%. Average methylation was different in all three cells lines in the Oct4 gene (P≤0.001).

Methylation of the Foxl2 ovarian gene and Figla germ cell gene were not different in the pluripotent mGriPSCs and GC starting tissue (Fig. 2B-C; Foxl2 P = 0.84; Figla P = 0.606). Methylation of CpG islands #49–55 ranged from 0–5.2% in mGriPSC and 0–4.0% in GCs. Methylation of CpG islands #2–12 and #20–21 in the Figla gene ranged from 14.3–91.9% in mGripSC and 14.0–93.5% in GCs.

### mGriPSC EBs demonstrate preferential differentiation into estrogenic cell types

We compared steroid hormone production by EBs formed from mGriPSCs, mouse fibroblast-derived iPSCs (mFiPSCs), and G4 mESCs under identical culture conditions (mGriPSC: Fig. 3A). After 11 days, we detected estradiol (E2) at 344.1 pg/ml in the mGriPSC-EB conditioned media compared to 19.9 pg/ml and 28.1 pg/ml in the media of G4-EBs and mFiPSC-EBs, respectively. At the three assayed time points during the experiments, differentiating mGriPSC-EBs synthesized E2 at concentrations ranging from 5.3 to 17.3 times higher than those of the G4- or FiPSC-EBs (Fig. 3B). By contrast, G4-EBs produced primarily progesterone (P4), at a concentration of 1.95 ng/ml by day 11 in culture. mFiPSC-EBs made negligible E2 and P4 (Fig. 3C). Baseline RIA assay detected that “control,” unconditioned media contained 20.1 pg/ml of E2 and 0.04 ng/ml of P4. Our results not only demonstrate a significant disparity in the concentrations of the hormones produced, but also in the type of steroidogenic cells present in these cultures (estrogenic versus progestogenic).

### Differentiated mGriPSCS express ovarian and primitive germ cell antigens

Distinct subpopulations of differentiated cells within the mGriPSC-EBs cultures expressed the ovarian markers AMHR, FSHR, Cyp19a1, ER, and Inhibin β-A (Inha; Fig. 4A-E). The average percent of positively-immunolabeled cells was calculated for EBs generated from the same three cell lines (mGriPSCs, FiPSCs, and G4 mESCs) cultured under identical conditions. AMHR, Cyp19a1, ER, and Inha were expressed in a larger proportion of cells in the mGriPSC-EB monolayered cultures compared to the other cell lines (Fig. 4G).

**Fig 4:**
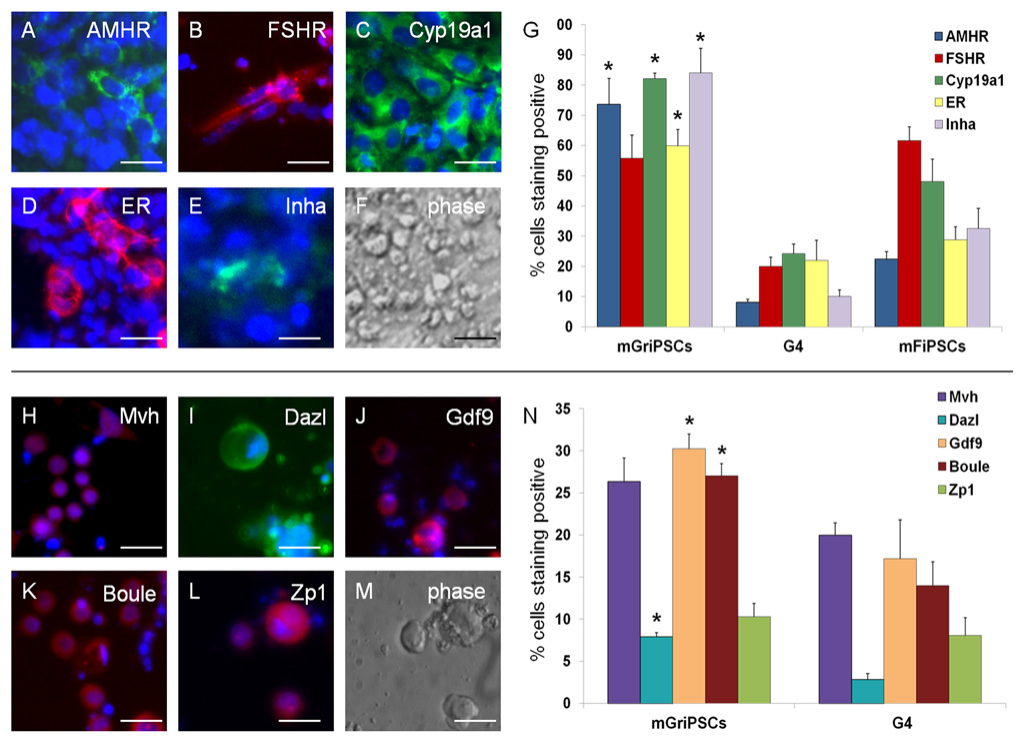
mGriPSC-EBs differentiate to express ovarian and primordial oocyte markers. Differentiating mGriPSC-EBs express ovarian markers AMHR **(A)**, FSHR **(B)**, Cyp19a **(C)**, Inha **(D)**, and ER **(E)** (phase contrast; **F)** at higher frequencies than G4- and mFiPSC-EB **(G)**. Expression of germ cell markers Mvh **(H)**, Dazl **(I)**, Gdf9 **(J)**, Boule **(K)**, and Zp1 **(L)** (phase contrast; **M**) are also increased in mGriPSC-EBs **(N).** Two-tailed t-test, *P < 0.05. Scale bars: **A-F** 10 μm; **H-M** 20 μm.

An increased cell population of cells within the differentiating mGriPSC-EBs also differentiated into cell types that expressed the primordial oocyte and germ cell antigens Mvh, Dazl, Gdf9, Boule, and Zp1 (Fig. 4H-L) compared to G4 mESC-EBs when cultured in identical, oocyte-enriching conditions. Compared to G4 mESC-EBs, the efficiency of primitive germ cell generation from mGriPSC was markedly improved, as evidenced by the 2.8-, 1.8-, and 1.9-fold fold expression of Dazl, Gdf9, and Boule, respectively (Fig. 4N). These results, along with the steroidogenic functionality of cultured mGriPSC-EBs, provide further support for the preferential homotypic differentiation of mGriPSCs into ovarian tissue.

### Genome-wide profiling of mRNA and microRNA supports the stem cell status of the mGriPSCs and hGriPSCs

#### Microarray analysis for stem cell markers

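In attached mGriPSC-EBs, Pou5f1 (Oct4), a central transcription factor of the pluripotency network, had a log2 signal of 11.71 ± 0.16, against 11.15 ± 0.15 in attached G4 mESC-EBs (SD, n = 3 each, adjusted p = 0.013). Nanog, its partner in that network, had 5.00 ± 0.07 and lay at background on all 3 arrays, at least 47.2-fold below the 11.16 ± 0.12 of attached G4 mESC-EBs (SD, n = 3 each, adjusted p = 1.60e-13). Dnmt3b, a de novo DNA methyltransferase of the early epiblast, had 6.93 ± 0.09 against 12.47 ± 0.10 (SD, n = 3 each, adjusted p = 9.78e-15). Gdf3, a TGF-beta family ligand of pluripotent cells, had a log2 difference of -1.36 ± 0.17 (adjusted p = 1.84e-06). Fut4, the fucosyltransferase that makes the SSEA-1 antigen, was at least 1.84-fold lower (adjusted p = 7.61e-07). In suspended EBs the signal of Nanog was 5.73 ± 0.27 in mGriPSC-EBs and 11.81 ± 0.38 in G4 mESC-EBs, and that of Dnmt3b 9.02 ± 0.20 and 11.63 ± 0.14 (SD, n = 3 each, limma adjusted p = 2.52e-13 and 7.01e-11). There Pou5f1 was higher in mGriPSC-EBs by 0.48 ± 0.18 (adjusted p = 0.0428). The differences of 0.33 ± 0.17 for Gdf3 and 0.41 ± 0.19 for Fut4 did not pass the test (adjusted p = 0.135 and 0.101). Both passed with array weights (adjusted p = 0.00452 and 0.00679), and Fut4 with only those groups in the fit (adjusted p = 0.0173). From suspended to attached mGriPSC-EBs all 5 genes fell (camera adjusted p = 0.00596, estimated-correlation p = 0.083), among them Gdf3 by 1.89 and Dnmt3b by 2.09 log2 units. The call on Nanog ended with cyclic loess (adjusted p = 0.0676). From suspended to attached G4 mESC-EBs, 2 rose and 2 fell, Nanog among the latter (-0.65 ± 0.21, adjusted p = 0.0348). That call on Nanog ended with a replicate block (adjusted p = 0.0517), without attached G4 mESC-EB replicate 1, 2 or 3 (adjusted p = 0.0913, 0.117 and 0.0574) and without suspended G4 mESC-EB replicate 1 or 3 (adjusted p = 0.142 and 0.158). The difference between both lines on attachment passed the test for 3 of the 5 genes and was negative in each (camera adjusted p = 0.0308, estimated-correlation p = 0.13). Since the study named these 5 genes as stem cell markers, their counts are no unbiased sample of such genes. Against G4 mESC-EBs, 1 was higher and 4 lower in attached mGriPSC-EBs (camera adjusted p = 0.00749), and 1 was higher and 2 lower in suspended ones (camera adjusted p = 0.238). The call on Pou5f1 ended in attached EBs without G4 mESC-EB replicate 1 (adjusted p = 0.0601). In suspended EBs it ended without G4 mESC-EB replicate 1 or 2 (adjusted p = 0.108 and 0.138) or mGriPSC-EB replicate 2 or 3 (adjusted p = 0.191 and 0.0563). It also ended there with no detection filter (adjusted p = 0.0642), with the mean of its probes (0.256), with a replicate block (0.0549) and with cyclic loess (0.0569).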

The stem cell genes Oct4, Nanog, SSEA-1, Gdf3 and Dnmt3b are found to be expressed in differentiating iPSCs comparable to corresponding G4 ESCs (S5A-E Fig.). This analysis further substantiates reprogramming of the GCs into pluripotent stem cells.

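Most genes of the pluripotency network were lower in mGriPSC-EBs than in G4 mESC-EBs of the same kind. In suspended EBs, of 29 measured pluripotency genes, 2 were higher and 22 lower (2 and 24 adjusted over the list alone) in mGriPSC-EBs (camera adjusted p = 1.03e-15). Dppa5a, an RNA-binding protein of early embryos and mESCs, had a log2 difference of -7.45 ± 0.20 with the probe used, and its probes ranged from -7.49 to 0.07. Dppa4, a nuclear protein of pluripotent cells, was at least 107-fold lower, Esrrb, a nuclear receptor that shares targets with Nanog, at least 90.7-fold, and Dnmt3l, the cofactor of the de novo DNA methyltransferases, at least 72-fold. In attached EBs, 2 were higher and 22 lower (camera adjusted p = 9.81e-11). The higher genes were Pou5f1 and Klf4 in both kinds of EB. Klf4 and Myc were delivered by the retroviral vectors with Pou5f1 and Sox2. They had log2 signals of 10.21 ± 0.20 and 9.14 ± 0.21 in suspended mGriPSC-EBs, against 5.92 ± 0.09 and 5.07 ± 0.18 in suspended G4 mESC-EBs (SD, n = 3 each, limma adjusted p = 6.84e-11 and 8.43e-12). Of the 4 factors, which the study chose, 3 were higher and 0 lower in suspended mGriPSC-EBs and 3 were higher and 0 lower in attached ones. Sox2 had differences of -0.23 ± 0.18 and -0.15 ± 0.18 (adjusted p = 0.364 and 0.497), or -1.62 and -1.12 with the mean of its probes (adjusted p = 1.51e-07 and 6.23e-06). Between attached and suspended mGriPSC-EBs, 0 were higher and 2 lower, and the call on Sox2 there ended with the mean of its probes (adjusted p = 0.22). Probes of one factor disagree: another Klf4 probe had 5.11 ± 0.24 in suspended mGriPSC-EBs and 7.04 ± 0.05 in G4 mESC-EBs (SD, n = 3 each). Another Sox2 probe had 4.80 ± 0.05 and 7.81 ± 0.37 there, and another Myc probe 4.15 ± 0.19 and 4.36 ± 0.18 (SD, n = 3 each). The list of the primed epiblast and primitive streak was lower as well, with 0 higher and 7 lower genes in suspended mGriPSC-EBs (camera adjusted p = 0.0244, estimated-correlation p = 0.317) and 1 and 14 in attached ones (camera adjusted p = 4.38e-06). In it Otx2, a homeobox factor of the epiblast, was at least 12.4-fold lower in suspended mGriPSC-EBs, and Fgf5, an epiblast growth factor, was at least 6.54-fold lower in attached ones. From the expression of the stem cell genes at levels comparable to G4 ESCs (S5A-E Fig.), the paper draws further evidence that the GCs were reprogrammed into pluripotent stem cells. Its other evidence is staining, RT-PCR, Oct4 methylation, germ layer markers in EBs and teratomas. The values here are of differentiating EBs, not of undifferentiated mGriPSCs. Whether EBs of both lines had differentiated to the same extent was not tested.

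**Figure D1:**
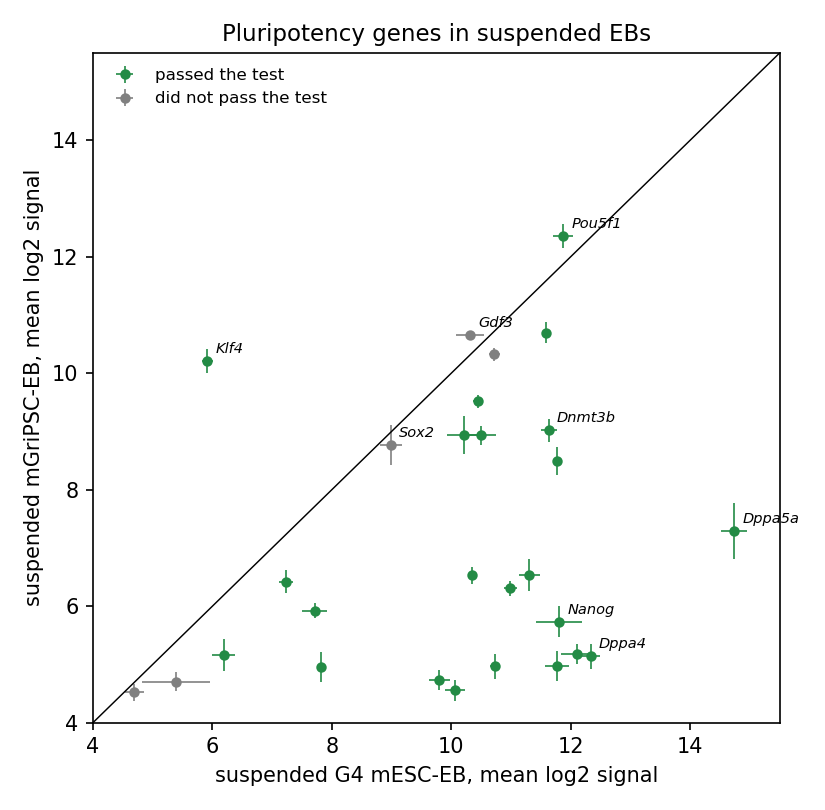
Mean log2 signal of the 29 measured pluripotency genes in suspended G4 mESC-EBs (x axis) and suspended mGriPSC-EBs (y axis), with SD bars over 3 arrays and a line of equal signal; color gives the limma test. Klf4 and Pou5f1 lie above the line, and Nanog, Dppa4 and Dppa5a lie far below it.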

#### Microarray analysis of markers of ovarian tissue and gametogenesis

We investigated the gene expression patterns that coincide with the initiation of steroidogenesis, a primary function of the mammalian ovary, in our estrogen-producing mGriPSC-EBs and in the adult mouse ovary compared to suspended mGriPSC-EBs, suspended mESC-EBs, and the immature, postnatal day 2 (P2) mouse ovary (Fig. 5A-C, S5F-K Fig.). 

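RNA of 6 groups, 3 arrays each, was measured on Illumina Mouse WG-6 v2.0 arrays: adult ovary, P2 ovary, suspended and attached EBs of the G4 mESC line, and suspended and attached mGriPSC-EBs. The sample labels call the adult group ovary where the methods name isolated GCs, and it is called adult ovary here. Which is right is not settled, so differences between adult and P2 ovary may stem from cell isolation as well as from age. The G4 mESC colonies and undifferentiated mGriPSCs were not analysed here. The values are log2 signals after the background subtraction and quantile normalization that the submitters' notes credit to lumi, used as deposited, so that each array has a median of 5.17 or 5.18. The deposited values carry no gene names. Each probe was named by pairing it with the one probe of the unnormalized ovary table that has the same rank on all 6 ovary arrays. The difference of a pair was 0.0, with the next nearest probe at least 0.02 log2 units away. On the 12 EB arrays, which took no part in the pairing, 3622 pairs of probes named for one gene correlated at a median r of 0.813, against 0.009 for random pairs. Between 14885 and 18578 probes were detected on each ovary array. The 6 ovary arrays share a scan report, and whether the EB arrays were run with them is not stated. Genes were compared with limma in one model of the 6 groups, with p-values adjusted over 17974 genes by the Benjamini-Hochberg method. A call is an adjusted p under 0.05, and log2 differences are given ± SE where an error is shown. Nothing says that the 3 arrays of a group came from separate cultures or animals, so the p-values measure only the spread between these arrays, which may be technical. Gene lists, the rule for named genes and the comparisons were fixed before the data were examined, and a list's direction was tested with camera at a preset correlation of 0.01 between genes. Counts of a list that are given once are the same when adjusted over the list alone, and a camera call given with one p holds with an estimated correlation too, while elsewhere the p with an estimated correlation, adjusted alike, comes second. A fold is written as at least N-fold where no probe of the gene is above background on any array of the lower group, and it is then the higher group's mean signal over the background limit.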

We computed genome-wide Pearson correlation coefficient of every pair of samples in the microarray dataset (Fig. 5A). 

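Across 17974 genes, the 18 pairs of replicates correlated at a mean r of 0.981 (0.945 to 0.994). Suspended and attached G4 mESC-EBs had a mean r of 0.957 (0.955 to 0.959, 9 pairs), and suspended and attached mGriPSC-EBs one of 0.899 (0.865 to 0.917). An mGriPSC-EB array and a G4 mESC-EB array correlated at 0.858 on average (0.787 to 0.903, 36 pairs). Among these, suspended mGriPSC-EBs had a mean r of 0.892 with suspended G4 mESC-EBs, and attached mGriPSC-EBs one of 0.821 with attached G4 mESC-EBs. Adult and P2 ovary had a mean r of 0.860 (0.831 to 0.882), and an ovary array and an EB array 0.583 (0.486 to 0.640, 72 pairs). These correlations run across genes, which are not independent replicates, so no test goes with them.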

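Inha, the inhibin alpha subunit of granulosa cells, had a log2 signal of 14.14 ± 0.08 in adult ovary (SD, n = 3) and lay at background in the 4 EB groups. Fbxo15, an F-box protein of pluripotent cells, was at least 41.7-fold lower in ovary than in EBs (adjusted p = 2.00e-18). Average linkage of 1 - r parted the 6 ovary arrays from the 12 EB arrays at a height of 0.417, with the next branches at 0.142 and 0.140. At 4 clusters, adult ovary, P2 ovary, the G4 mESC-EBs and the mGriPSC-EBs each formed one. With complete linkage the suspended mGriPSC-EBs joined the G4 mESC-EBs, and the attached mGriPSC-EBs formed a cluster of their own.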

We found two main clusters: [i] P2 and Adult ovary, and [ii] mES and EBs. This indicates that regardless of the source of EB (mESC or from iPSC); suspended or attached, their genome-wide expression profiles more closely resemble that of mESC colonies than that of postnatal primary tissue. 

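Between the 6 ovary and the 12 EB arrays, genes of granulosa cells were higher in ovary and pluripotency genes higher in EBs. Of 23 measured granulosa cell genes, 22 were higher and 1 lower in ovary (camera adjusted p = 2.61e-07). Among them were Wt1, a transcription factor of the gonadal ridge (5.38 ± 0.12), Inhbb, the inhibin beta-B subunit (5.09 ± 0.20), and Nap1l5 (at least 16.4-fold). The gene that was lower, Foxl2, a transcription factor of granulosa cell fate (adjusted p = 0.00378), was above background on 3 attached and 1 suspended mGriPSC-EB arrays and on no other. Its probe thus lay at background in ovary, so the call is not read as less Foxl2 there. Of the theca and luteal cell genes, 13 were higher and 3 lower (camera adjusted p = 0.00311, estimated-correlation p = 0.149), with Aldh1a1, a retinal dehydrogenase, at least 27.5-fold higher and Hsd3b1 at least 35.8-fold. Of the fibroblast and collagen matrix genes, 24 were higher and 9 lower (camera adjusted p = 0.00245, estimated-correlation p = 0.319), with Col3a1 at a difference of 6.55 ± 0.24. Of the pluripotency genes, 2 were higher and 24 lower (camera adjusted p = 7.79e-05), with Pou5f1 at -6.78 ± 0.11, a value that rests in part on background, where it lay on every adult ovary array. Slc7a3, a cationic amino acid transporter, was at least 63-fold lower and Gdf3 at least 20.6-fold lower. Tissue and set of arrays cannot be told apart in this comparison. Of 81 ribosomal protein genes, 67.9% differ by over 1 log2 unit here, against at most 7.41% between groups within a set. The largest log2 differences toward ovary, whose rank rests on background in the EBs, were in Ctcfl, a paralog of the insulator protein CTCF (at least 677-fold), Siglece, a sialic acid receptor of leukocytes (at least 332-fold), and Kdelr1, a retrieval receptor of the endoplasmic reticulum (at least 265-fold). Hmgb1, a chromatin protein, differed by 7.70 ± 0.13, and Eef2 and Gpx1, an elongation factor and a glutathione peroxidase of most cells, by -5.68 ± 0.18 and -5.53 ± 0.23. In all, 15516 genes differed, 6653 higher and 8863 lower in ovary, or 42.9% higher, against 53.2% after cyclic loess on the deposited values (42.8% and 53.9% for P2 ovary against EBs). That scaling moves the median difference of all genes from -0.25 to 0.08. Among 5779 genes with several probes, 1908 have 2 probes that both differ by over 1 log2 unit between ovary and EBs, and in 26.7% of these pairs the probes go opposite ways. From the correlations, the paper concludes that EBs of either source, suspended or attached, resemble mESC colonies more closely than postnatal primary tissue.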

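Genes of steroid hormone synthesis were higher in adult than in P2 ovary, and the genes of the cells that make the hormones moved with them. Of 22 measured steroid hormone synthesis genes, 11 were higher and 2 lower (12 and 2 adjusted over the list alone) in adult ovary (camera adjusted p = 5.02e-05). Hsd17b1, which converts estrone to estradiol in granulosa cells, had a log2 difference of 8.48 ± 0.22, and Cyp19a1, the aromatase, was at least 80.4-fold higher (adjusted p = 1.13e-14). The genes that were lower were Hsd11b1, a reductase of glucocorticoids (-2.11 ± 0.43), and Hsd3b2 (-1.55 ± 0.43). The call on Hsd3b2 ended without adult ovary replicate 1 (adjusted p = 0.0522) or P2 ovary replicate 1 or 3 (adjusted p = 0.0509 and 0.0501). It also ended with only those groups in the fit (adjusted p = 0.0839) and with each of the 5 ways to process the unnormalized ovary signals (adjusted p = 0.101 to 0.303), and that on Hsd11b1 with 1 of these, normexp with an offset of 50 (adjusted p = 0.074). Of 16 theca and luteal cell genes, 12 were higher and 0 lower (13 and 0 adjusted over the list alone, camera adjusted p = 5.67e-09). Lhcgr, the LH receptor, was at least 27.2-fold higher. Fdx1, the ferredoxin that feeds electrons to the side-chain cleavage enzyme, and Scarb1, the HDL receptor, differed by 4.04 ± 0.22 and 3.53 ± 0.32, with -0.10 for Scarb1 from the probe chosen when no detection filter is used. Of the cholesterol synthesis and uptake genes, 15 were higher and 0 lower (16 and 0 adjusted over the list alone, camera adjusted p = 8.60e-06, estimated-correlation p = 0.089), with Msmo1 at 3.39 ± 0.34. Of the granulosa cell genes, 17 were higher and 5 lower (camera adjusted p = 1.26e-08). Inha was higher by 8.07 ± 0.13, Nap1l5 by 8.03, Inhbb by 6.68, and Inhba, the activin beta-A subunit, at least 121-fold. The granulosa genes that were lower in adult ovary were Wt1 (-5.12), Has2, a hyaluronan synthase (-2.69), Ptgs2, a prostaglandin synthase (-2.24), Rspo1 (at least 1.64-fold) and Wnt4 (-0.85), the latter pair being signals of early ovarian development. Markers of other cell types were lower in adult ovary in the same comparison, as they would be if the adult RNA came from isolated GCs. Above background on all 3 adult arrays were 0 of 14 leukocyte and 18 of 35 fibroblast and collagen matrix genes, against 9 and 32 in P2 ovary. There were 3 higher and 31 lower (3 and 32 adjusted over the list alone) for fibroblast and collagen matrix genes (camera adjusted p = 3.78e-20), with Col1a1 at -7.28 ± 0.34. The counts were 0 and 20 for blood and endothelium (camera adjusted p = 3.82e-10), and 0 and 12 (0 and 13 adjusted over the list alone) for leukocytes (camera adjusted p = 8.82e-08). They were 0 and 14 for epithelium (camera adjusted p = 1.56e-09) and 0 and 9 for oviduct, fat and other tissue around the ovary (camera adjusted p = 1.06e-08). Mgarp, a mitochondrial protein of steroid-making cells, was at least 242-fold higher, and Greb1, an estrogen-regulated gene, differed by 5.74 ± 0.27. In all, 7499 genes differed between adult and P2 ovary, 54.7% of them higher in adult ovary, and this share was 42.2% after cyclic loess on the deposited values and 44.0% after cyclic loess on the unnormalized ovary signals.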

We further analyzed the expression patterns of key genes that encode enzymes in the steroid hormone biosynthesis pathways. 

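Hsd3b1, which turns pregnenolone into progesterone, had a log2 signal of 13.68 ± 0.16 in adult and 7.84 ± 0.29 in P2 ovary (SD, n = 3 each, adjusted p = 1.76e-14). It lay at background in all 4 EB groups, at least 271-fold lower than adult ovary in each. Hsd17b7, which acts in estradiol and in cholesterol synthesis, had 11.48 ± 0.52 in adult and 9.80 ± 0.30 in P2 ovary (adjusted p = 1.99e-06). Its means in the EB groups ran from 8.47 ± 0.01 in suspended G4 mESC-EBs to 9.46 ± 0.13 in suspended mGriPSC-EBs (SD, n = 3 each). Hsd11b2, which inactivates glucocorticoids, had 8.55 ± 0.36 in adult and 7.38 ± 0.25 in P2 ovary (adjusted p = 0.000172), and was at least 7.75-fold lower in suspended and attached mGriPSC-EBs and suspended G4 mESC-EBs than in adult ovary. Cyp11a1 was higher in adult than in P2 ovary by 1.27 ± 0.21 (adjusted p = 7.84e-05), and its probes ranged from -0.27 to 5.10. With the probe used, Cyp11a1 had 7.61 ± 0.10 in suspended mGriPSC-EBs (SD, n = 3), and between 5.51 and 5.65 in the other EB groups. Adult ovary differed from suspended mGriPSC-EBs by -0.45 (adjusted p = 0.0601, 0.00352 without adult ovary replicate 2 and 0.00912 with array weights), or by 1.89 with the mean of its probes. Cyp11b2, the aldosterone synthase of the adrenal cortex, lay near background throughout. It had 4.82 ± 0.43 in adult and 4.97 ± 0.25 in P2 ovary (adjusted p = 0.647) and a highest group mean of 6.08 ± 0.43 in attached mGriPSC-EBs (SD, n = 3 each). The study named these 5 genes, so their count is no unbiased sample of the pathway. Among them, 4 were higher and 0 lower in adult than in P2 ovary (camera adjusted p = 0.00216, estimated-correlation p = 0.064). Against the mean of the EB groups, 4 were higher and 1 lower in adult ovary (camera adjusted p = 0.0327, estimated-correlation p = 0.293), and 3 were higher and 1 lower in P2 ovary (camera adjusted p = 0.228). The other probe of Hsd17b7 was lower in ovary than in EBs, and a difference in run or labelling between the ovary and EB arrays stays open.

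**Figure D2:**
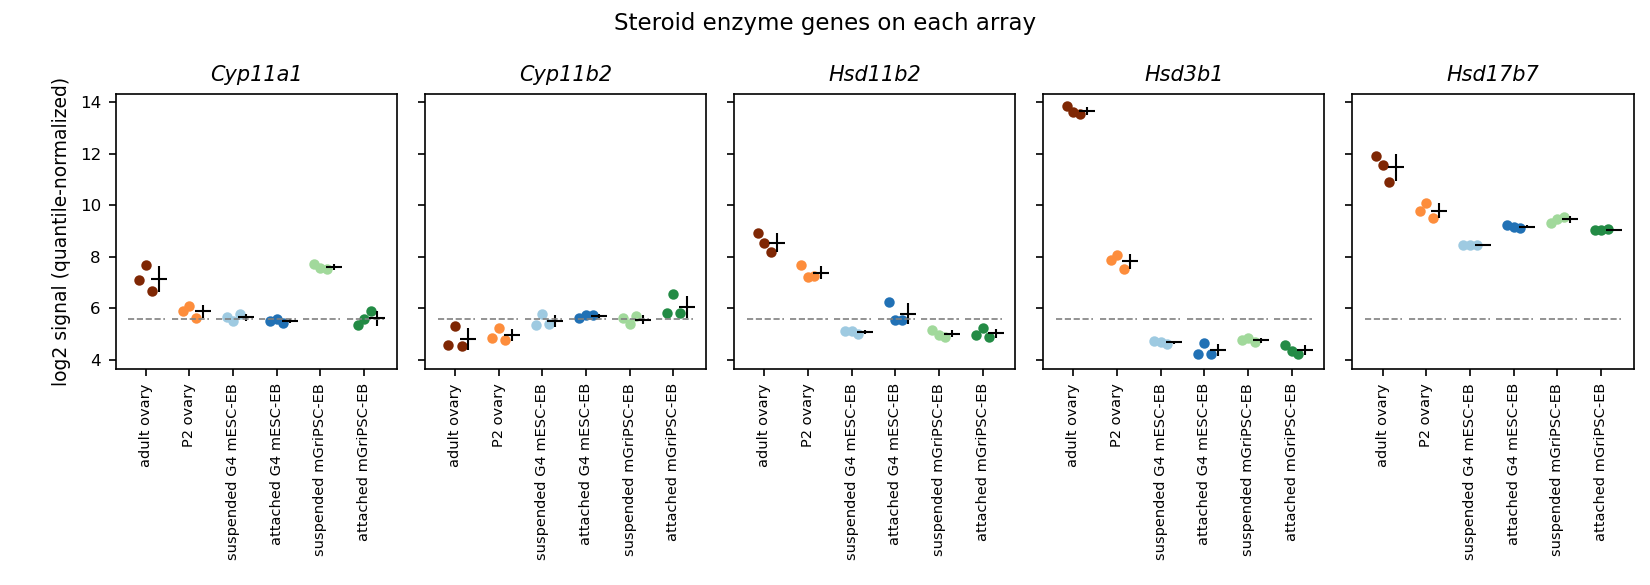
Log2 signal of 5 steroid enzyme genes on each of the 18 arrays (points), with the mean and SD of each group of 3 (black) and the group's mean background limit (dashed). Hsd3b1 lies between 13.55 and 13.86 in adult ovary and below the limit on every EB array.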

There is a clear increase in expression of these genes in adult ovary compared to P2, but the expression in other EB and ES cells are generally lower (Fig. 5B-C, S5H Fig.).

**Fig 5:**
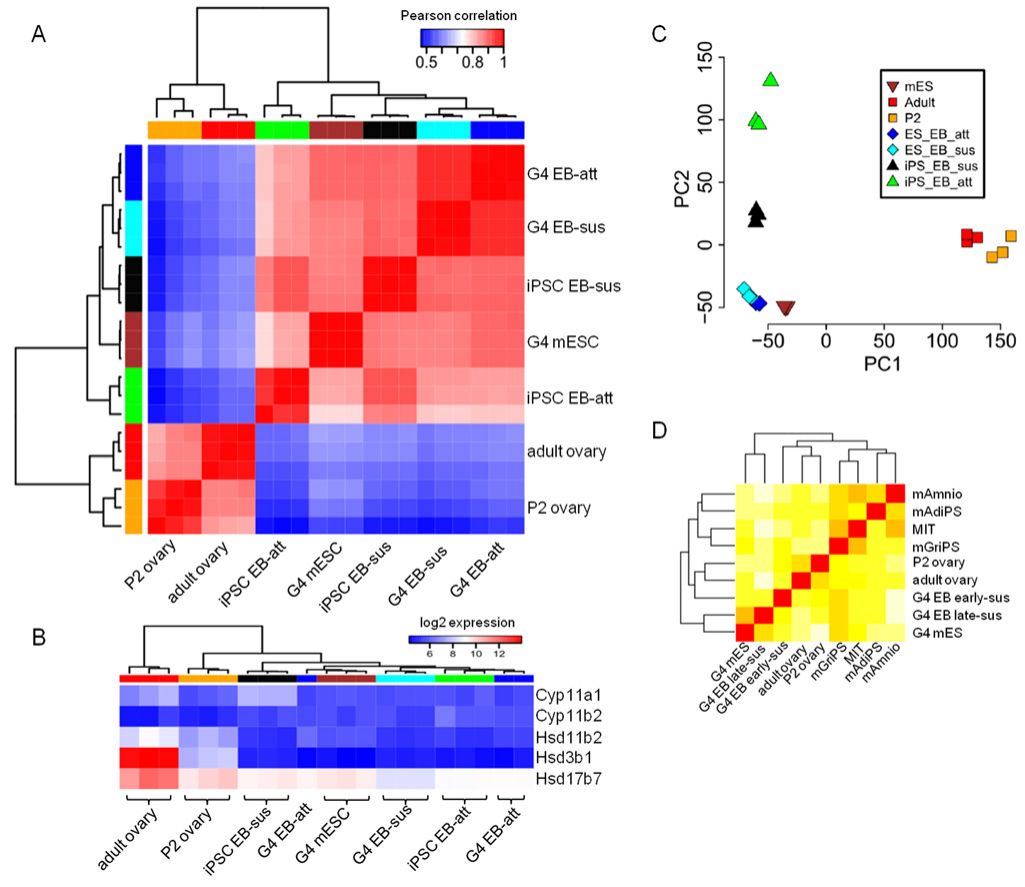
Genome-wide analysis of mRNA and microRNA confirms efficient pluripotent reprogramming of mGriPSCs and hGriPSCs. mGriPSC-EBs and mESC-EBs have comparable microarray expression profiles **(A)**. All ESC or EB samples show minimal steroidogenic mRNA compared to adult ovary samples **(B).** Principal component analysis (PCA) indicates attached and unattached mGriPSC-EBs are more disparate relative to the analogous mESC-EBs **(C)**. microRNA heatmaps support efficient stem cell reprogramming of mGriPSCs **(D)**.

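Beyond the enzymes named in the heat map, genes of steroid making cells were higher in adult ovary than in the EBs. Of 22 steroid hormone synthesis genes, 13 were higher and 6 lower in adult ovary than in the mean of the EB groups (camera adjusted p = 0.00881), against 10 higher and 8 lower genes in P2 ovary (camera adjusted p = 0.488). Of the granulosa cell genes, 18 were higher and 1 lower in adult ovary (camera adjusted p = 2.66e-08), and of the theca and luteal cell genes, 13 were higher and 3 lower (camera adjusted p = 8.62e-05). Inha was at least 373-fold higher and Hsd17b1 differed by 8.54 ± 0.17. Between mGriPSC-EBs and G4 mESC-EBs these lists gave no call. Of the steroid hormone synthesis genes, 3 were higher and 2 lower in suspended mGriPSC-EBs (camera adjusted p = 0.718) and 4 were higher and 6 lower (4 and 5 adjusted over the list alone) in attached ones (camera adjusted p = 0.976). For the theca and luteal cell genes the counts were 1 higher and 2 lower in suspended (camera adjusted p = 0.863) and 3 higher and 2 lower in attached mGriPSC-EBs (camera adjusted p = 0.744). Of the 5 enzymes the study chose, 2 were higher and 0 lower in suspended mGriPSC-EBs (camera adjusted p = 0.238), namely Cyp11a1 (1.96 ± 0.21) and Hsd17b7 (0.99 ± 0.20). The other 3 probes of Cyp11a1 lay at background on all 6 of these arrays. The other probe of Hsd17b7 had -0.41, and the mean of both an adjusted p = 0.221. In attached mGriPSC-EBs, 0 were higher and 1 lower (camera adjusted p = 0.911), where Hsd11b2 was at least 1.15-fold lower. From suspended to attached mGriPSC-EBs, 0 rose and 1 fell, with Cyp11a1 at -2.00 ± 0.21 with the probe used and 1.71 with another (adjusted p = 0.684 for the mean of its probes). Cholesterol synthesis and uptake genes rose from suspended to attached mGriPSC-EBs, with 10 higher and 2 lower (camera adjusted p = 0.0426, estimated-correlation p = 0.802). Insig1, a sterol-sensing regulator of that pathway, rose by 2.21 ± 0.15. Against attached G4 mESC-EBs, 11 were higher and 0 lower (camera adjusted p = 0.0351, estimated-correlation p = 0.548), with Ebp, a sterol isomerase, at 2.17 ± 0.19. In suspended EBs 4 were higher and 9 lower (4 and 11 adjusted over the list alone, camera adjusted p = 0.238).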

Principal Component Analysis (PCA) was performed to identify important axis of variability among the samples. 

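Over 17974 centred, unscaled genes of the 18 arrays, PC1 held 62.8% of the variance, PC2 15.7% and PC3 8.58%, so that PC1 and PC2 held 78.5% together. Over the 12 EB arrays of both lines, without the ovary groups, PC1 and PC2 held 59.0% and 19.7%.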

PC1 and PC2 collectively account for 61% of the variability among the samples. PC1 separates primary tissues (including P2 and Adult ovary) from EB and mES cells; PC2 separates iPSC-derived EBs from mESC-derived EBs (Fig. 5C). 

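On PC1 the ovary groups had mean scores of -144.6 ± 5.78 (adult) and -163.2 ± 9.92 (P2). The 4 EB groups lay between 71.7 ± 1.79 (attached G4 mESC-EBs) and 79.9 ± 2.81 (suspended G4 mESC-EBs; SD, n = 3 each). PC2 put suspended and attached G4 mESC-EBs at 62.5 ± 2.06 and 63.9 ± 0.74, suspended mGriPSC-EBs at -32.0 ± 3.76 and attached mGriPSC-EBs at -93.2 ± 10.2 (SD, n = 3 each). Between suspended mGriPSC-EBs and suspended G4 mESC-EBs, 7197 genes differed, 3674 higher and 3523 lower. Slc38a5, a glutamine transporter, had the largest difference toward mGriPSC-EBs of the named genes (8.33 ± 0.16, adjusted p = 2.42e-16). Actg2, a smooth muscle actin, was at least 44-fold higher, and Ly6c1 and Ly6a, surface proteins of blood and endothelial cells, were higher at least 52.7-fold and by 5.98 ± 0.23. Cldn11, a tight junction protein of nerve and Sertoli cells, had 6.68 ± 0.27, Cd44, the hyaluronan receptor, 6.14 ± 0.25, and Ugt1a10, a glucuronosyltransferase, was at least 54.4-fold higher. Among the 10 largest differences are 3 targets that the file names by number only, at 6.21 to 7.59. Fabp3, a fatty acid carrier, and Ooep, an oocyte and embryo protein, differed by -6.21 ± 0.18 and -6.44 ± 0.25, and Rps4l was at least 68.3-fold lower. In attached EBs 10339 genes differed, 5061 higher and 5278 lower in mGriPSC-EBs. After cyclic loess on the deposited values, 3325 were higher and 3884 lower in suspended EBs, and 5516 and 4819 in attached EBs.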

The difference between suspended and attached iPSC-derived EBs is much larger than the analogous difference between suspended and attached ESC-derived EBs.

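From suspended to attached EBs, genes of the trophoblast and the extraembryonic endoderm rose in G4 mESC-EBs, and in mGriPSC-EBs, in calls lost with an estimated correlation, cell cycle genes fell and stress genes rose. In G4 mESC-EBs, of 17 trophoblast genes, 15 rose and 0 fell (camera adjusted p = 1.41e-17), and of 27 extraembryonic and visceral endoderm genes, 20 rose and 0 fell (camera adjusted p = 1.59e-13). Plac1, a placental protein, rose at least 33.7-fold, Ctsj, a placental cathepsin, at least 74.4-fold, and Prl4a1, a prolactin family hormone of the placenta, at least 38-fold. Col4a2, Lama1 and Col4a1, of the basement membrane, rose by 5.11 ± 0.37, 5.05 ± 0.25 and 5.04 ± 0.44. Of the primed epiblast and primitive streak genes, 11 rose and 0 fell (13 and 1 adjusted over the list alone, camera adjusted p = 2.47e-09), with T (Brachyury) at least 3.51-fold higher. In mGriPSC-EBs, of 24 cell cycle genes, 0 rose and 20 fell (camera adjusted p = 1.35e-12, estimated-correlation p = 0.083), with Ccnb1, a mitotic cyclin, at -3.51 ± 0.25 and Mcm5, of the replicative helicase, at -3.34 ± 0.13. Of 20 immediate early and stress genes, 12 rose and 1 fell (12 and 2 adjusted over the list alone, camera adjusted p = 5.08e-05, estimated-correlation p = 0.229). Ddit3, a factor of the endoplasmic reticulum stress response, rose by 5.14 ± 0.18, Hspa1a, a heat shock protein, by 4.48 ± 0.20 and Gadd45b, of the growth arrest response, by 4.44 ± 0.19. Of the smooth muscle genes, 8 rose and 2 fell (camera adjusted p = 0.0063, estimated-correlation p = 0.187), among them Hspb1, a small heat shock protein, at 2.76 ± 0.19, Acta2 at 2.32 ± 0.21 and Myl9 at 2.31 ± 0.34.

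**Figure D3:**
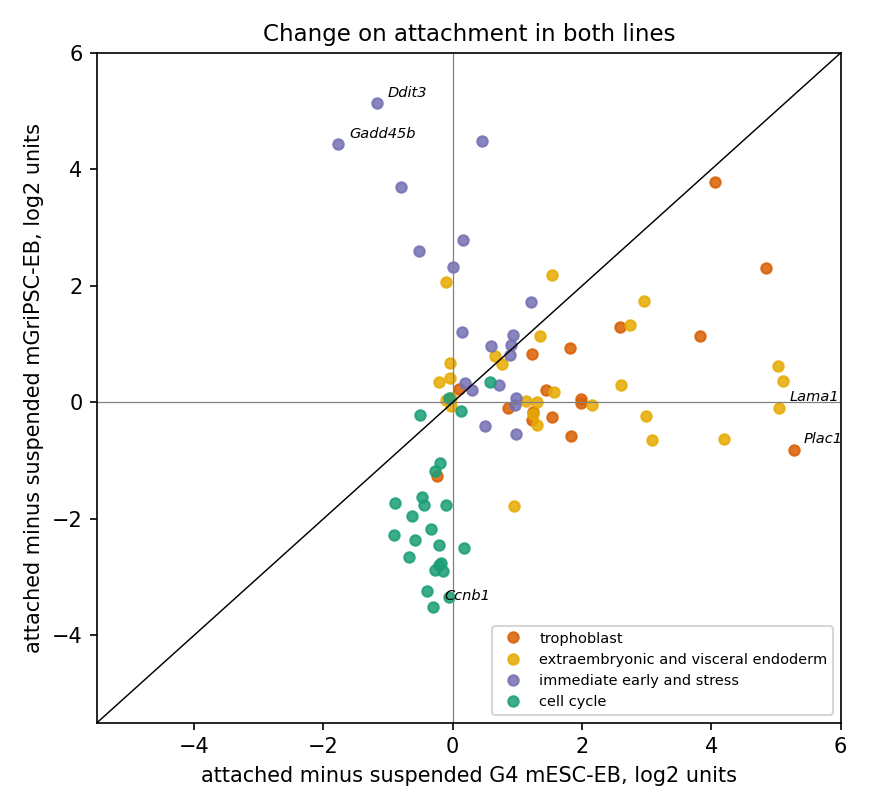
Log2 change from suspended to attached EBs in G4 mESC-EBs (x axis) and mGriPSC-EBs (y axis, both in log2 units) for the measured genes of 4 lists, each point a gene and the line marking equal change. Trophoblast and endoderm genes such as Plac1 and Lama1 lie to the right, Ddit3 and Gadd45b at the top, and most cell cycle genes at the bottom.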

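The difference in change between both lines, attached minus suspended in mGriPSC-EBs less the same in G4 mESC-EBs, passed the limma test for 7317 genes, 3302 positive and 4015 negative. After cyclic loess on the deposited values 4043 were positive and 3359 negative. Among named genes it was largest for Ddit3 (6.31 ± 0.25), Gadd45b (6.20 ± 0.27) and Gadd45g (5.91 ± 0.34) on the positive side. Ctsj and Mfsd2a, a lipid transporter of the placenta and brain endothelium, were negative, with no exact value since they lay at background in suspended G4 mESC-EBs. Lpar4, a receptor for lysophosphatidic acid, had -5.11 ± 0.27. It was negative for 13 trophoblast genes and positive for 0 (camera adjusted p = 1.60e-05). For the extraembryonic endoderm list 15 were negative and 1 positive (15 and 2 adjusted over the list alone, camera adjusted p = 0.0044, estimated-correlation p = 0.531). Of the cell cycle genes 0 were positive and 18 negative (0 and 19 adjusted over the list alone, camera adjusted p = 1.22e-08, estimated-correlation p = 0.13). Of the stress genes, 7 were positive and 4 negative (camera adjusted p = 0.0223, estimated-correlation p = 0.455). Of the cholesterol genes, 10 were positive and 2 negative (camera adjusted p = 0.0044, estimated-correlation p = 0.455). Of the primed epiblast and primitive streak genes, 1 was positive and 12 negative (camera adjusted p = 0.00147, estimated-correlation p = 0.13). The group means of attached and suspended EBs lay at a Euclidean distance of 119.2 in mGriPSC-EBs and 78.7 in G4 mESC-EBs, a ratio of 1.51. Arrays of one EB group lay 31.7 to 94.5 apart, the highest of these between attached mGriPSC-EBs. Between attached and suspended EBs 8136 genes differed in mGriPSC-EBs and 3625 in G4 mESC-EBs. These counts were 9564 and 7438 with array weights, and 6555 and 6299 with only those groups in the fit. The change was called in both lines for 1972 genes, of which 733 moved the same way and 1239 opposite ways.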

Additionally, microarray analysis confirms expression of ovarian genes as well as markers of gametogenesis (S5L-P Fig.) supporting our ICC results.

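Of the ovarian genes the paper names, several of the adult granulosa cell lay at background in the mGriPSC-EBs. Cyp19a1 had a log2 signal of 11.91 ± 0.27 in adult ovary and 4.69 ± 0.04 and 4.89 ± 0.15 in suspended and attached mGriPSC-EBs, where it lay at background (SD, n = 3 each). Inha and Esr2, the estrogen receptor beta, lay at background in both kinds of mGriPSC-EB as well, Fshr did with each of its probes, and Inhba was above background on 1 of the 6 arrays. With the probe used, Esr1, the estrogen receptor alpha, was above background on 5 of the 6 mGriPSC-EB arrays, at least 1.79-fold higher than in G4 mESC-EBs in suspended EBs (adjusted p = 1.75e-05) and at least 1.25-fold in attached ones (adjusted p = 0.000336). The other Esr1 probe lay at background on every EB array, though it had means of 6.24 in adult and 9.24 in P2 ovary. That probe had means of 3.89 and 4.05 in suspended and attached mGriPSC-EBs, against 3.74 and 4.09 in G4 mESC-EBs. Amhr2, the receptor for anti-Müllerian hormone, had 5.98 ± 0.04 and 6.00 ± 0.31 in suspended and attached mGriPSC-EBs, against 8.06 ± 0.20 and 7.02 ± 0.06 in G4 mESC-EBs (SD, n = 3 each, limma adjusted p = 6.03e-08 and 0.00014). Foxl2 had 5.82 ± 0.17 in attached mGriPSC-EBs and 5.44 ± 0.10 in attached G4 mESC-EBs (SD, n = 3 each, adjusted p = 0.0671, and 0.041 without attached mGriPSC-EB replicate 3). Its probe lay at background on every ovary array, with means of 5.33 in adult and 5.00 in P2 ovary, so it may not read Foxl2 well. Of the 5 markers of gametogenesis, Ddx4 (Vasa), a germ cell RNA helicase, had 5.46 ± 0.07 and 5.62 ± 0.29 in suspended and attached mGriPSC-EBs against 6.17 ± 0.06 and 5.53 ± 0.13 in G4 mESC-EBs (SD, n = 3 each, limma adjusted p = 0.00329 and 0.693). Dazl, an RNA-binding protein of germ cells, was at background in mGriPSC-EBs, at least 5.71-fold lower than in G4 mESC-EBs in suspended EBs (adjusted p = 6.05e-11) and at least 3.69-fold in attached ones (adjusted p = 1.36e-09). Gdf9, an oocyte growth factor, was at least 1.91-fold lower in attached mGriPSC-EBs (adjusted p = 9.18e-06). Boll (Boule), a relative of Dazl, was called lower in suspended mGriPSC-EBs (adjusted p = 0.00296). Its signal in suspended G4 mESC-EBs was only 5.62 ± 0.29 (SD, n = 3), above background on 2 of 3 arrays, so no fold is given. Zp1, of the egg coat, lay at background in every EB group. The study named these markers, so the counts are no unbiased sample of ovarian and germ cell genes. Of 9 measured ovarian markers, 1 was higher and 2 lower in suspended mGriPSC-EBs than in G4 mESC-EBs (camera adjusted p = 0.672) and 1 was higher and 1 lower in attached ones (camera adjusted p = 0.911). Inhba, 1 of those lower in suspended mGriPSC-EBs (at least 1.39-fold), lost its call without suspended G4 mESC-EB replicate 1 or 2 (adjusted p = 0.052 and 0.083) or mGriPSC-EB replicate 1 (adjusted p = 0.0621). Of the germ cell markers, 0 were higher and 3 lower in suspended (camera adjusted p = 0.086) and 0 were higher and 2 lower in attached mGriPSC-EBs (camera adjusted p = 0.165). From the expression of ovarian genes and markers of gametogenesis on the arrays, the paper concludes that these support its ICC results.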

#### MicroRNA analysis

Parallel analyses of the mGriPSCs were performed utilizing microRNA sequencing and expression analysis. In the initial analysis, a comparison of mGriPSCs microRNA to that of mESCs and the originating somatic GC cells was performed. Our results revealed a closer relationship between mGriPSCs and mESCs in terms of genome-wide analysis of stem cell profiles than with other tissue types such as GCs (Fig. 5D). We performed a similar microRNA profiling analysis for hGriPSCs, and also showed that hGriPSCs are much more similar to hESCs than ovarian cells (S2K Fig.), further supporting the stem cell status of our hGriPSCs.

## Discussion

Since the initial discovery and isolation of mESCs in 1981 [40] and the subsequent isolation of hESCs in 1998 [41], we have learned much about stem cell development and their differentiation towards various cell fates. These breakthroughs have led to the recent development of methods to produce somatic cell-derived, induced pluripotent stem cells (iPSCs) [2, 42]. Similar to hESCs, iPSCs hold therapeutic potential in regenerative medicine for the treatment of cell-based diseases such as Parkinson’s, diabetes, and premature ovarian failure. A distinct advantage of iPSCs is that these are patient-specific and therefore antigenically match the donor somatic cell type and provide a platform for developing autologus therapies. In this study, we examine a novel iPSC population that we have generated using discarded ovarian tissue, specifically the granulosa cells of the ovarian follicle. These cells are an available by-product of oocyte harvesting from patients undergoing IVF and embryo transfer. We propose an original and intriguing approach to the future treatment of cell-based diseases using homotypically-derived iPSCs from the desired tissue type.

The power of iPSC generation lies in the ability to make these cells from a variety of different tissues. This is especially advantageous because cells or tissues that are routinely discarded during normal surgical treatment or patient care can be used for iPSC generation. For example, adipocytes might be obtained during liposuction, amniocytes from amniocentesis, and, in this study, GCs from infertility treatment. There are over 140,000 IVF cycles annually in the U.S. [25] which provide an abundant source of terminally-differentiated, adult ovarian cells for derivation of iPSCs. Thus the need for embryonic tissue is minimized. Moreover, these cells are donor-specific and thereby transcend a significant hurdle to future applications in transplant medicine and cell-based therapies (Fig. 6).

**Fig 6:**
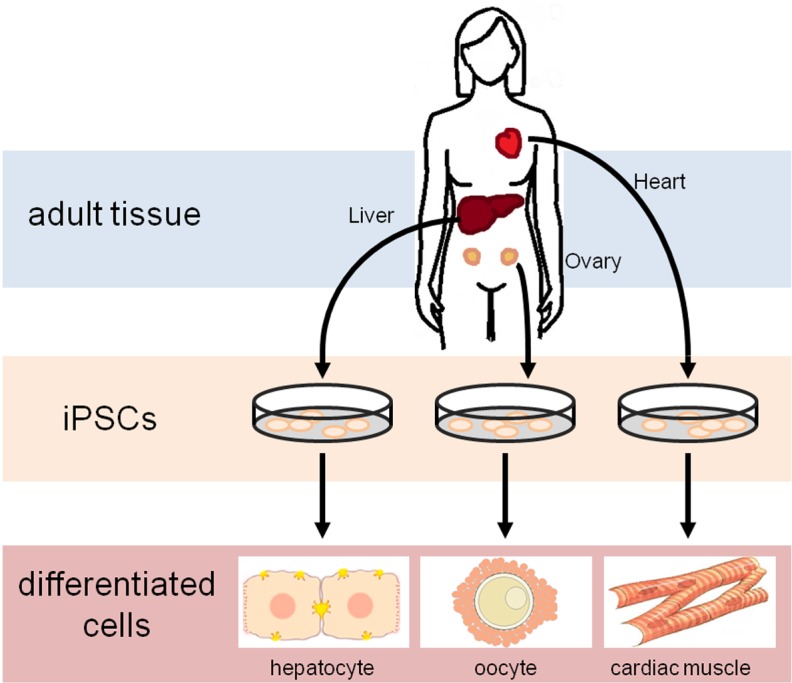
An autologous iPSC model in regenerative medicine. Terminally-differentiated cells from various adult organs may generate iPSC lines for homotypic differentiation into desired tissues.

While it seems possible to produce iPSCs by reprogramming nearly any somatic cell, we increasingly understand subtle but important differences between each iPSC line. Some of these variations are largely related to the originating type of tissue and inherent plasticity of the somatic cells. For example, iPSCs are readily produced from adult neural stem cells with as few as 2 reprogramming factors, while amniocytes require all 4 factors; yet amniocytes generate iPSCs with an efficiency that is orders of magnitude higher than other cell types. Similarly, human foreskin cells, which are developmentally “young,” are an efficacious source of somatic cells for iPSC derivation [31, 42, 43]. The difference in derivation efficiency and number of reprogramming genetic vectors required to completely reprogram these somatic cells demonstrates intrinsic disparities in the derived iPSCs. The exact differences are beginning to emerge upon closer study of their differentiation properties. Mounting evidence indicates that iPSC differentiation capacity is largely affected by cell line epigenetic signature [5, 9–11, 13, 14].

We hypothesized that the epigenetic memory of mGriPSCs would influence spontaneous differentiation such that they would be more likely to revert to homotypic, differentiated cell types. This assumption was based on the findings of several reports that observed biased differentiation of other iPSCs towards their originating tissue types [6, 10, 11, 14, 15]. It appears that the epigenetic memory of iPSCs alters the likelihood of differentiation into different cells types. While the iPSCs are indeed pluripotent, the epigenetic variations may promote biased differentiation toward the originating tissue type. We proposed that this characteristic could be beneficial if the iPSCs are derived from the desired tissue type. Thus we investigated the effects of epigenetic memory by comparing differentiation competency of the ovarian-iPSCs with that of mESCs or other unrelated mouse iPSC (mFiPSCs).

In support of our hypothesis, we demonstrate that mGriPSCs readily differentiate into homotypic ovarian cells types, such as the steroidogenic cells, under specific conditions. Estradiol, which is produced by the ovary *in vivo*, was detected in mGriPSC-conditioned media at physiologic, ovulatory concentrations and was synthesized at levels much higher than those of the mESC and mFiPSC lines. Additionally, the increased expression of Cyp19a1 (aromatase), which converts testosterone to estradiol, in the mGriPSCs culture is consistent with the emergence estrogenic cells. Significantly lower frequency of Cyp19a1-positive cells in the other cell types may relate to the decreased estradiol synthesis detected in those cultures. Preliminary IPA pathway analysis using previously-described tissue-specific networks (see S6 and S7 Figs.) reflects these steroidogenesis- and gonadogenesis-centric, genetic relationships in our cultured cell population, which likely contributes to this predisposition. In the normal menstrual cycle, follicle growth and oocyte maturation occurs during the follicular phase. During this period of development, the granulosa cells in the follicle synthesize estradiol [24, 44]. It is only after ovulation of a mature oocyte and loss of the close physical association between the granulosa cells and the oocyte that granulosa cells are luteinized and begin to produce progesterone in higher amounts. Therefore, it is interesting that mGriPSC-EBs showed a bias towards estradiol synthesis. This level and specificity of steroidogenesis is not reflected by the other stem cell populations used in these comparative analyses. Thus the mGriPSCs hold particular potential for therapeutic applications in restoration of ovarian tissue.

Furthermore, the subpopulations of the mGriPSC culture shifting towards the gamete cell fate is increased in mGriPSC differentiation, as evidenced by the higher incidence of oocyte and germ cell antigen expression. IPA pathway analysis again identified known gene networks present in our mGriPSC cultures that related to gametogenesis regulation (S8 Fig.). These findings are consistent with our hypothesis, considering that the two primary functions of the ovary, steroidogenesis and gametogenesis, are realized in the differentiation behavior of the mGriPSC line.

A close evaluation of mGriPSCs and hGriPSCs using microarray and microRNA analyses further confirms that reprogramming of GCs into iPSCs was successful. While there is microarray evidence of slight increased steroidogenic activity compared to mESC colonies, the relatively low proportion of steroidogenic and ovarian genes measured in our microarrays, compared to other somatic tissue and stem cells genes, likely indicate that the population of steroid-expressing cells is relatively small compared to all the EB-derived cell types. A limitation of our study is that heterogeneity may be obscuring unique gene profiles relevant to our desired, differentiated tissue type. Regardless, the microarray analyses support differentiation of iPSCs along ovarian commitment pathways and demonstrates differentiation of oocyte-specific genes such as Zp1. Ongoing studies in our laboratory are addressing the issue of heterogeneity by attempting to isolate pure populations of differentiated cells for further analysis.

These provocative results are exciting and provide a platform for tissue-specific differentiation in regenerative medicine by taking advantage of the preferential differentiation of homotypic tissue. Current studies demonstrate that not only is it difficult to direct stem cells’ differentiation, but also often incomplete, precluding transplantation of mixed, differentiated stem cell cultures for fear of generating tumors from undifferentiated cells. Additionally, low differentiation efficiency makes it difficult to obtain adequate number of ovarian-lineage cells [45]. Other studies attempting to generate granulosa-like cells for ESCs or iPSCs add growth factors [46] or employ a co-culture system, differentiating stem cells alongside functional GCs [47]. This would not be a viable option for future applications to POF patients. Instead, we chose to exploit the iPSCs alleged inherent bias during differentiation. While preferential differentiation might not completely obviate the concerns of heterogeneity and low differentiation efficiency, the percentage of desired cells could be enriched and hopefully purified prior to use.

While the use of retroviral vectors provides an efficient vehicle for the transduction of targeted cells, retroviruses do randomly integrate into DNA and could induce some genomic instability. Although it appears that deleterious mutations may be selected out during sequential subcultures of iPSCs, any clinical application of these results would require stable reprogramming of cells with non-integrating or site-specific transformation vectors [48–50]. Furthermore, here we demonstrate activation of endogenous stem cell genes with varying degrees of retroviral transgene silencing. Additionally, we have passaged these cells for the last two years with reliable maintenance of stem cell properties. It has been previously reported and well-documented that retroviral expression is rapidly silenced in mammalian cells [51]. We are currently exploring such approaches as it pertains to the reprogramming of GC cells.

It has become evident that using completely undifferentiated cells to form desired cell types is a daunting task. Thus, current research is also looking to better understand the mechanisms of successful transdifferentiation [52–54], which involves conversion of one terminally-differentiated cell type into another without a pluripotent intermediate. It has been shown that a mutation in the sex-determining *Wnt* pathway during development can lead to pre-granulosa cells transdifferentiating from female to male gonad cell types [55]. Other studies reinforce the notion that GCs may in fact have considerable plasticity [56, 57]. In our study, perhaps some of the improved efficiency of homotypic differentiation is a reflection of epigenetic memory and histone methylation mechanisms, which are currently being investigated in the context of transdifferentiation for many cell types [58–60]. It is possible that tissue-specific epigenetic programming allows differentiated cells to more effectively pursue epigenetically-biased differentiation pathways. Further studies in our laboratory are investigating these areas as well as other approaches to enrich and isolate specific differentiated subpopulations of cells. Our goal is to facilitate preparation of these cells for *in vivo* transplant studies using a mouse model.

## Conclusion

Tissue-specific iPSCs, such as our ovarian GC-derived iPSCs, show biased functional differentiation into the originating tissue type, supporting the hypothesis for epigenetic-mediated mechanisms of homotypic differentiation of iPSCs. This approach may prove useful when applied to specific targeted tissue derivation for use in cell-based therapies.

## Supporting Information

S1 Fig Experimental plan for investigation of epigenetic memory in an iPSC line, comparing our novel mGriPSC line with G4 mESCs for epigenetic bias by assessing spontaneous differentiation, functionality, and gene expression profiles.

S2 Fig Derivation of hGriPSCs from discarded human GCs. Anonymous, discarded human GCs **(A)** are infected with retroviral vectors and produce primitive hGriPSC colonies in approximately 10 days **(B)**. Purification allows generations of mature hGriPSC colonies **(C)** and hGriPSC-EBs **(D)**. Presumptive human GriPSCs colonies demonstrate hESC immunogenicity for stem cell markers OCT4 **(E)**, SSEA4 **(F)**, TRA-1–81 **(G)**, and NANOG **(H)**. Colonies are also alkaline phosphatase reactive **(I)**. Additionally, RT-PCR confirms hGriPSC expression of stem cell genes OCT4, NANOG, DNMT3B, and GDF3 **(J)**. MicroRNA analysis supports reprogramming of the human GC-derived iPSC line **(K)**. Scale bars: **A-B** 50 μm; **C-D** 250 μm; **E-I** 100 μm.
(TIF)

S3 Fig Absence of stem cell marker expression in primary granulosa cells. Harvested granulosa cells were cultured *in vitro* for 1 day and stained with stem cell antigens Oct4 **(A)**, Nanog **(B)** and SSEA-1 **(C)**. Sectioned mouse ovarian follicles demonstrated positive AMHR **(D)** and aromatase (Cyp19a1; **E)** expression. Scale bars: 50 μm.
(TIF)

S4 Fig Absence of pre-existing ovarian cell markers expression in mouse stem cell lines. After verification of pluripotency **(A,H,O)**, all mouse cell lines, including G4 mESCs, newly-derived mGriPSCs, and mFiPSCs, were immunostained for ovarian cell markers AMHR **(B,I,P)**, Cyp19a1 **(C,J,Q)**, inhibin (inha; **D,K,R)** and germ cell markers Mvh **(E,L,S)**, Dazl **(F,M,T)**, and Zp1 **(G,N,U)**. Scale bars: 200 μm.
(TIF)

S5 Fig Microarray analysis of specific stem cell markers, ovarian markers, and gametogenesis markers. Stem cell gene expression is consistent with that of mESCs **(A-E)** and supports successful reprogramming. Expression of genes involved in ovarian development and function **(F-K)**, steroidogenesis **(H)** and gametogenesis **(L-P)** are expressed at lower levels in mGriPSC compared to adult ovarian tissue, but is again consistent with mESCs.

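Compared with adult ovary, the ovarian markers of the figure were lower in the EBs, and primordial germ cell and meiosis genes were lower in suspended mGriPSC-EBs than in suspended G4 mESC-EBs. Of the ovarian markers, which the study chose, 7 were higher and 0 lower in adult ovary than in the mean of the EB groups (camera adjusted p = 0.00111). Against P2 ovary, 6 were higher and 2 lower in adult ovary (camera adjusted p = 0.000912). Esr2 was higher in adult than in P2 ovary by 4.10 ± 0.17, a value that rests on background, where the probe used lay in P2 ovary. Esr1 differed by -3.49 ± 0.22, and Figla, an oocyte transcription factor, was at least 2.04-fold lower. The call on Fshr, 1 of those higher, ended with the 75th percentile on the ovary signals (adjusted p = 0.261). Of the germ cell markers, 0 were higher and 3 lower in adult than in P2 ovary (camera adjusted p = 0.0331, estimated-correlation p = 0.0632), with Dazl at -1.47 ± 0.17 and Zp1 at least 1.7-fold lower. The other, Ddx4 (-0.54 ± 0.18, adjusted p = 0.0188), lost its call with array weights (adjusted p = 0.192), with only those groups in the fit (0.0763) and without adult ovary replicate 2 (0.0966) or P2 ovary replicate 3 (0.0995). It also lost it with 4 of the 5 ways to process the unnormalized ovary signals (adjusted p = 0.0667 to 0.499). These calls rest on the probe used, which shows the smallest fall. Its other probes had means of 5.67 and 7.44 in P2 ovary and of 3.60 and 4.71 in adult ovary, where they lay at background. In P2 ovary against the EBs, 3 germ cell markers were higher and 0 lower (camera adjusted p = 0.0821). Between cell lines, of 20 primordial germ cell genes, 1 was higher and 13 lower (1 and 14 adjusted over the list alone) in suspended mGriPSC-EBs than in suspended G4 mESC-EBs (camera adjusted p = 4.12e-06). Dppa3, a protein of germ cells and the early embryo, was at least 22.1-fold lower, and Tfap2c, a factor of germ cell specification, differed by -5.07 ± 0.17. Of 19 meiosis genes, 0 were higher and 10 lower (camera adjusted p = 8.32e-05), with Stra8, which licenses meiosis, at least 3.47-fold lower and Rec8, a meiotic cohesin, at least 5.67-fold. Of 21 oocyte genes, 0 were higher and 10 lower (0 and 11 adjusted over the list alone, camera adjusted p = 0.000197, estimated-correlation p = 0.332), with Tcl1 at least 18.4-fold lower and Tle6, of the maternal complex of the egg, at -3.17 ± 0.22. Pou5f1 and Dppa3 of the primordial germ cell list and Tcl1 of the oocyte list also belong to the pluripotency list. These counts are thus not independent of the lower pluripotency genes, and whether germ cells or pluripotent cells account for them was not tested. The meiosis list shares no gene with the pluripotency list. In attached EBs the counts were 3 higher and 9 lower for primordial germ cell genes (camera adjusted p = 0.0577) and 2 higher and 10 lower for meiosis genes (camera adjusted p = 0.0199, estimated-correlation p = 0.0602). They were 0 higher and 10 lower for oocyte genes (camera adjusted p = 0.00749, estimated-correlation p = 0.423). In adult against P2 ovary all 3 lists were lower. In the same order the counts were 1 higher and 14 lower (1 and 15 adjusted over the list alone, camera adjusted p = 1.06e-08), 1 higher and 10 lower (1 and 11 adjusted over the list alone, camera adjusted p = 0.000238) and 0 higher and 18 lower (camera adjusted p = 3.73e-11). Sohlh1, an oocyte transcription factor, was at least 38.2-fold lower.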

(TIF)

S6 Fig Estradiol-regulated IPA pathway. Previously described regulatory networks involving estradiol synthesis were represented in the preliminary mRNA analysis of the mGriPSC-EB culture *in vitro*. *P* ≤ 0.05, false discovery rate (FDR) = 0.10, and fold change cutoff = 1.5.
(TIF)

S7 Fig Gonadogenesis pathway represented in mGriPSC culture. mRNA analyses of the mGriPSC-EB culture demonstrated the expression of known gonadogenesis gene networks. *P* ≤ 0.05, false discovery rate (FDR) = 0.10, and fold change cutoff = 1.5.
(TIF)

S8 Fig Gametogenesis pathways represented in mGriPSC culture. mRNA analyses of the mGriPSC-EB culture demonstrated expression of components **(A-C)** of previously-determined gametogenesis gene networks. *P* ≤ 0.05, false discovery rate (FDR) = 0.10, and fold change cutoff = 1.5.
(TIF)

S1 Materials

S1 Table Immunocytochemistry antibodies.

S2 Table PCR Primer Sequences.

# Supplementary material for: Efficient Differentiation of Steroidogenic and Germ-Like Cells from Epigenetically-Related iPSCs Derived from Ovarian Granulosa Cells
**Source:** PLoS One. 2015 Mar 9;10(3):e0119275. doi: 10.1371/journal.pone.0119275
**Supplement:** S1 Materials

**SUPPLEMENTAL MATERIALS AND METHODS**

**Microarray and Ingenuity Pathway Analysis (IPA).**

We performed a preliminary interrogation of previously-defined gene sets for evidence of gametogenesis (oocytes), steroidogenesis (estradiol), and gonadogenesis (ovary) pathways using Illumina platform microarray with Gene Set Enrichment Analysis (GSEA) and IPA. There were 9204 analysis-ready genes. 

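Ccnb1 and L1td1, an RNA-binding protein of pluripotent cells, were lower in attached mGriPSC-EBs than in attached G4 mESC-EBs, by log2 differences of -4.58 ± 0.25 and -5.35 ± 0.18. Hspa1a and Gadd45b were higher there, by 4.18 ± 0.20 and 3.79 ± 0.19. Each of these genes also differed in the same direction from suspended mGriPSC-EBs. At a p of at most 0.05, an adjusted p of at most 0.1 and a fold of at least 1.5 from limma, 7017 of 17974 genes were regulated between attached and suspended mGriPSC-EBs, and 8973 between attached mGriPSC-EBs and attached G4 mESC-EBs. Both comparisons were made because the text does not name the group that attached mGriPSC-EBs were compared with. Among the 8957 genes above background on all 6 arrays, 4590 were regulated in the former comparison, and 5091 of 8655 in the latter.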

After applying selective parameters (*P*-value ≤0.05, false discovery rate (FDR) = 0.10, and fold change cutoff = 1.5) there were a total of 3242 differentially regulated genes (DRGs).  

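Attached mGriPSC-EBs had lower placental genes than attached G4 mESC-EBs and, in calls lost with an estimated correlation, higher stress genes and lower endoderm and cell cycle genes. Against suspended mGriPSC-EBs, Nuak1, a kinase related to AMPK, had a log2 difference of 4.56 ± 0.20, Cxcl16, a chemokine, 4.00 ± 0.21 and Hspa4l, a heat shock protein, 4.17 ± 0.26 with the probe used, while another probe of Hspa4l had -0.23. Lower genes were L1td1 (-4.94 ± 0.18), Gemin6 and Gemin4, of the complex that assembles splicing particles (-4.62 ± 0.36 and -4.09 ± 0.19), Fen1, a flap endonuclease of DNA replication (-4.13 ± 0.16), and Tfrc, the transferrin receptor (-4.08 ± 0.26). Against attached G4 mESC-EBs, Actg2 was at least 98.6-fold higher, Ly6c1 at least 62.8-fold and Cst12, a cystatin, at least 45.4-fold. Another 4 targets, which the file names by number only, differed by 7.46 to 8.11. Rhox9, a homeobox gene of the placenta and germ cells, was at least 117-fold lower, Trh, the thyrotropin-releasing hormone, at least 122-fold, and Spink1, a trypsin inhibitor, at least 60.7-fold. Of the trophoblast genes, 0 were higher and 15 lower (1 and 15 adjusted over the list alone) in attached mGriPSC-EBs (camera adjusted p = 6.60e-07). Of the extraembryonic and visceral endoderm genes, 2 were higher and 17 lower (camera adjusted p = 0.000339, estimated-correlation p = 0.346). Of the cell cycle genes, 0 were higher and 20 lower (camera adjusted p = 6.02e-10, estimated-correlation p = 0.0599). Of the stress genes, 12 were higher and 2 lower (camera adjusted p = 0.00197, estimated-correlation p = 0.281), with Ddit3 at 4.05 ± 0.18. At the thresholds of the study, 3280 genes were higher and 3737 lower against suspended mGriPSC-EBs, and 4229 and 4744 against attached G4 mESC-EBs. On genes above background on all 6 arrays the splits were 2389 and 2201, and 2726 and 2365. After cyclic loess on the deposited values they were 4092 and 3096, and 4708 and 4326.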

1792 DRGs were upregulated and 1452 DRGs were down regulated in the attached mGriPSC-EBs. The analysis included observed genes with strongly- and moderately-predicted relationships in order to elucidate any possible relationships between genes, molecules, and networks in the abovementioned gene regulatory pathways. While several related genes are identified, due to heterogeneity of the differentiating stem cell population, only few were significantly noted to be differentially expressed. Of particular interest were DNMT1, H2AFX, and XIST, which are all related to gametogenesis.

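Xist, the RNA that coats the inactive X chromosome, had log2 signals of 10.55 ± 0.07 and 11.32 ± 0.30 in suspended and attached mGriPSC-EBs (SD, n = 3 each) and lay at background in the G4 mESC-EBs. It was at least 30.9-fold higher in suspended (adjusted p = 1.09e-14) and at least 52.8-fold higher in attached mGriPSC-EBs (adjusted p = 5.77e-15). The mGriPSCs come from GCs of female mice, and the sex of the G4 line is not stated. A difference in sex or strain between the lines was not tested. H2ax (H2AFX) had 9.84 ± 0.14 and 7.13 ± 0.12 in suspended and attached mGriPSC-EBs, against 10.78 ± 0.29 and 10.78 ± 0.12 in G4 mESC-EBs (SD, n = 3 each, limma adjusted p = 0.000118 and 3.16e-12). Dnmt1, the maintenance DNA methyltransferase, was higher in suspended mGriPSC-EBs by 0.60 ± 0.16 (adjusted p = 0.00473) and differed by -0.56 ± 0.16 in attached ones (adjusted p = 0.00484). From suspended to attached mGriPSC-EBs, H2ax fell by 2.71 and Dnmt1 by 0.97 log2 units, and Xist rose by 0.77 ± 0.15 (adjusted p = 0.000329), or by up to 2.22 with its other probes. The change on attachment differed between both lines for H2ax (-2.71 ± 0.23, adjusted p = 5.66e-08) and Dnmt1 (-1.16 ± 0.22, adjusted p = 0.000368). For Xist, which lay at background in G4 mESC-EBs, the difference of 0.51 ± 0.21 did not pass the test (adjusted p = 0.0641). It did pass with the mean of its probes (1.32, adjusted p = 1.47e-05), with cyclic loess on the deposited values (adjusted p = 0.0122), with array weights (adjusted p = 0.049) and without attached mGriPSC-EB replicate 1 (adjusted p = 0.0292). The study chose these 3 genes on these samples, so that 1 higher and 2 lower in attached than in suspended mGriPSC-EBs is no independent evidence, nor are 1 higher and 2 lower than in attached G4 mESC-EBs.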

# Supplementary material for: Efficient Differentiation of Steroidogenic and Germ-Like Cells from Epigenetically-Related iPSCs Derived from Ovarian Granulosa Cells
**Source:** PLoS One. 2015 Mar 9;10(3):e0119275. doi: 10.1371/journal.pone.0119275
**Supplement:** S1 Table

**SUPPLEMENTAL TABLES**

**Table S1. Immunocytochemistry antibodies.**

| **Antibody** | | **Company** | **Cat. #:** |
| --- | --- | --- | --- |
| SSEA-1 | Millipore | | MAB4301 |
| SSEA-4 | Millipore | | MAB430 |
| Oct4 | Abcam | | Ab18976 |
| Tra-1-60 | Millipore | | MAB4360 |
| Tra-1-81 | Millipore | | MAB4381 |
| Nanog | Abcam | | Ab106465 |
| AMHR | Abcam | | Ab64762 |
| NF | Abcam | | Ab24575 |
| SMA | Abcam | | Ab5694 |
| αFP | Santa Cruz | | Sc-8108 |
| FSHR | Santa Cruz | | Sc-7798 |
| Cyp19a1 | Abcam | | Ab35604 |
| INH β-A | Santa Cruz | | Sc-166503 |
| ER | Abcam | | Ab3577 |
| MVH | Abcam | | Ab13840 |
| DAZL | Abcam | | Ab34139 |
| BOULE | Abcam | | Ab104491 |
| GDF9 | Abcam | | Ab93892 |
| ZP1 | Santa Cruz | | Sc-23706 |

# Supplementary material for: Efficient Differentiation of Steroidogenic and Germ-Like Cells from Epigenetically-Related iPSCs Derived from Ovarian Granulosa Cells
**Source:** PLoS One. 2015 Mar 9;10(3):e0119275. doi: 10.1371/journal.pone.0119275
**Supplement:** S2 Table

| **Table S2. PCR Primer Sequences.** | | | | |
| --- | --- | --- | --- | --- |
| **Gene** | **Accession No.** | **Product Length** | **Forward Primer** | **Reverse Primer** |
| **mOct4** | NM_013633 | 612 bp | 5’-CACGAGTGGAAAGCAACTCA-3’ | 5’-CTGGGAAAGGTGTCCCTGTA-3’ |
| **mNanog** | NM_028016 | 223 bp | 5’-CAGGTGTTTGAGGGTAGCTC-3’ | 5’-CGGTTCATCATGGTACAGTC-3’ |
| **mGdf3** | NM_008108 | 164 bp | 5’-ACCTTTCCAAGATGGCTCCT-3’ | 5’-CCTGAACCACAGACAGAGCA-3’ |
| **mDnmt3b** | NM_001003961 | 165 bp | 5’-GCGCAGCGATCGGCGCCGGAGAT-‘3 | 5’-CATACCCGGTGGCACCCTGTTCTTC  AGTCA-3’ |
| **mOct4 endo** | NM_013633 | 221 bp | 5’-TCGGGGTGCCCACCTTC-3’ | 5’-CCCTCCGCAGAACTCGTATG-3’ |
| **mOct4 trans** | -- | 192 bp | 5’-CATCCTCTAGACTGCCGGA-3’ | 5’-TGGAAGCTTAGCCAGGTTCG-3’ |
| **mOct4 total** | -- | 140 bp | 5’-AGCGAACCAGTATCGAGAAC-3’ | 5’-TTACAGAACCACACTCGGAC-3’ |
| **mSox2 endo** | NM_011443 | 227 bp | 5’-CATCCCAATTGCACTTCGCC-3’ | 5’-gcttcagctccgtctccatc-3’ |
| **mSox2 trans** | -- | 233 bp | 5’-CATCCTCTAGACTGCCGGA-3’ | 5’-ccgggaccataccatgaagg-3’ |
| **mSox2 total** | -- | 126 bp | 5’-AGCTACAGCATGATGCAGGA-3’ | 5’-GGTCATGGAGTTGTACTGCA-3’ |
| **mcMyc endo** | [NM_001177352](http://www.ncbi.nlm.nih.gov/nuccore/NM_001177352.1) | 150 bp | 5’-CGCGATCAGCTCTCCTGAAA-3’ | 5’-GCTGTACGGAGTCGTAGTCG-3’ |
| **mcMyc trans** | -- | 163 bp | 5’-GGGGTGGACATCCTCTAGACT-3’ | 5’-ATAGGGCTGTACGGAGTCGT-3’ |
| **mcMyc total** | -- | 179 bp | 5’-ACTCTGAGGAGGAACAAGAA-3’ | 5’-TGGAGACGTGGCACCTCTT-3’ |
| **mKlf4 endo** | [NM_010637](http://www.ncbi.nlm.nih.gov/nuccore/NM_010637.3) | 220 bp | 5’-TTCGTTGACTTTGGGGCTCG-3’ | 5’-AGAGAGTTCCTCACGCCAAC-3’ |
| **mKlf4 trans** | -- | 138 bp | 5’-GCCGCCCCCTTCACC-3’ | 5’-GTGAGAGAGTTCCTCACGCC-3’ |
| **mKlf4 total** | -- | 105 bp | 5’-TCTCAAGGCACACCTGCGAA-3’ | 5’-TAGTGCCTGGTCAGTTCATC-3’ |
| **β-actin** | NM_007393 | 236 bp | 5’-TGTTACCAACTGGGACGA  CA-3’ | 5’-CCATCACAATGCCTGTGG  TA-3’ |
| **hOct4** | NM_001173531 | 144 bp | 5’-GACAGGGGGAGGGGAGGAG  CTAGG-3’ | 5’-CTTCCCTCCAACCAGTTGCC  CCAAAC-3’ |
| **hNanog** | NM_024865 | 213 bp | 5’-TTCCTTCCTCCATGGATCTG-3’ | 5’-TCTGCTGGAGGCTGAGGTAT-3’ |
| **hDnmt3b** | NM_175848 | 240 bp | 5’-GCTGCTCACAGGGCCCGAT  ACTTC-3’ | 5’-CCTTTCGAGCTCAGTGCAC  CACAAAAC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

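Whole-genome expression was measured on Illumina Mouse WG-6 v2.0 arrays in 18 samples of 6 groups with 3 arrays each: adult ovary, P2 ovary, attached and suspended EBs of G4 mESCs, and attached and suspended EBs of mGriPSCs. Every sample was grouped by its label. Raw intensities are deposited for the 6 ovary arrays only, and per the file header they are mean bead signals from BeadStudio 3.4.0 with detection p-values and without normalization. For all 18 arrays the authors deposited log2 values after background subtraction, log2 transformation and quantile normalization with lumi, for all probes before any filter. These values were used as deposited for every comparison, in place of the planned normalization of signals, since the EB arrays have no deposited signals. The 36 per-sample copies of the values were not used, since they repeat the table.

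The deposited values carry no probe names. Each probe was named by its ranks on the 6 ovary arrays, which pair it with 1 probe of the signal table with a difference of 0.0 and a next nearest probe at least 0.02 (median 0.13) log2 units away. The pairing was checked on the 12 EB arrays. Of 31492 targets, 13430 carry a current symbol, 8130 were renamed from a synonym and 9932 kept the name in the file. Probes with a detection p under 0.01 on at least 2 of 18 arrays were kept, where on the 12 EB arrays the place of the detection p was taken by a background limit of 5.60 log2 units, the mean of the lowest detected values of the ovary arrays (5.43 to 5.86). On the ovary arrays 32.9 to 41.0% of probes were above background, and on each EB array 37.3%. The probe with the highest median was kept for each gene, which left 26668 probes and 17974 genes.

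Groups were compared in limma 3.58.1 (R 4.3.3) with one linear model of the 6 groups, moderated variances and Benjamini-Hochberg adjustment over 17974 genes, with a call at an adjusted p under 0.05. The comparisons were attached mGriPSC-EBs against attached G4 mESC-EBs, the same for suspended EBs, attached against suspended EBs of each line, the interaction of attachment and line, adult against P2 ovary, and ovary, adult ovary and P2 ovary against the mean of the EB groups. The thresholds of the study (p of at most 0.05, adjusted p of at most 0.1, fold of at least 1.5) were applied to attached mGriPSC-EBs against either possible group. Named genes are those the paper names, the 10 with the largest change in each direction of each comparison that were above background on all arrays of the higher group and did not overlap between groups, symbols of clones and predicted genes being passed over, though not targets named by number only, and up to 4 called members of a list and those against its majority. Values of L1td1 between attached lines, Ddx3y, Tsix and the probes of the reprogramming factors were picked after they were seen. Where no array of the lower group is above background, a fold is given as a lower bound.

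For 32 gene lists (243 tests), members called higher and lower were counted, with p-values adjusted over all genes and over the list alone, and direction was tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. The lists are paper-named stem cell, reprogramming, ovarian, germ cell, germ layer, steroid enzyme and pathway genes, and pluripotency, primed epiblast, extraembryonic endoderm, trophoblast, cell cycle, stress, hypoxia, imprinted, X inactivation, Y chromosome, primordial germ cell, meiosis, oocyte, granulosa, theca and luteal, steroid hormone, cholesterol, oviduct and fat, fibroblast, smooth muscle, cardiac and skeletal muscle, neural, epithelial, blood and endothelial, and leukocyte genes. Correlations, average linkage of 1 - r, and principal components of centred genes were computed over the 17974 genes, and the distance between group means is Euclidean. Errors are SD over 3 arrays for signals and SE from limma for differences, and 95% intervals are in the tables. Tables were read and drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

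The alternatives were no detection filter, a stricter one, the mean of a gene's probes, cyclic loess on the deposited values, eBayes with trend and robust, array weights, a replicate block, only the groups of a comparison, each replicate left out in turn, a fold of at least 1.5, genes above background on all 6 arrays, scaled genes, the 12 EB arrays alone, Spearman correlation, complete and single linkage, other distances, an estimated correlation and fry for lists, and, for the ovary arrays, normexp with an offset of 16 or 50, no background correction, the 75th percentile and cyclic loess. Where 1 array of a group was left out, limma assumes that the remaining arrays vary like the other groups. The model was tested on simulated data. G4 mESC colonies, which the figure of the paper shows, are not among the deposited arrays, and microRNA sequencing was not analysed here.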

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

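In this part the interaction, the other comparisons of groups and the fits without 1 replicate were planned, and the test of the ribosomal protein genes was chosen before its result was seen, while the other tests of explanations and the splits were chosen only after, and the criteria of those on vectors, primed epiblast and growth arrest were changed once their results were known. The change from suspended to attached EBs differed between the cell lines, which the interaction of attachment and cell line tests gene by gene: 7317 genes passed it, and of the genes called in both lines 1239 moved in opposite directions. The largest named genes of that test were Ddit3 (6.31) and Gadd45b (6.20), which rose in mGriPSC-EBs and fell in G4 mESC-EBs (changes of -1.17 and -1.77 there). On the other side, Ctsj had -8.44 and Mfsd2a -7.64, values that rest on background, where both genes lay in suspended G4 mESC-EBs. Among 100 splits of the 12 EB arrays, 1, the real one, gave as many genes in the interaction, and the highest other gave 3826. These splits mix the arrays of all groups, so they do not test the interaction apart from the other group differences. They also exchange single arrays, whose spread may be technical, so chance between cultures stays open. The 6 mGriPSC-EB arrays make 10 splits, as do the 6 G4 mESC-EB arrays, too few for a share under 0.05: 1 split of each, the real one, gave as many genes (8136 and 3625), and the highest other gave 0 in limma. The same holds at the thresholds of the study, with 7017 genes in the real split of the mGriPSC-EB arrays and 0 in the highest other.

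Attached mGriPSC-EBs stand far from suspended ones. One divergent array is argued against, since 8148 genes are called without attached mGriPSC-EB replicate 2 and 8136 with it. Carry-over of fibroblasts, as from a feeder layer, is argued against by 2 of 3 collagen genes that lie at background on every attached mGriPSC-EB array, Col1a1 at a mean log2 signal of 5.18 (12.69 in P2 ovary) and Col3a1 at 5.03 (14.18), while Col1a2 had 5.63 (11.97) and 1 array above background. This holds only if these probes work on EB arrays, which was not tested. Of the wider fibroblast and collagen matrix list, 18 of 35 genes were above background on all 3 attached mGriPSC-EB arrays, and 20 on all suspended ones. Growth arrest with a stress response in the attached cells stays open as a hypothesis: 20 of 24 cell cycle genes were lower and 12 of 20 stress genes higher, but both list calls are lost with an estimated correlation (p = 0.083 and 0.229). Culture conditions and harvest day, which the labels do not give, were not tested.

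Genes that the paper does not discuss differ between suspended mGriPSC-EBs and suspended G4 mESC-EBs. Among the largest log2 differences are those of Slc38a5 (8.33), Actg2 (6.97), Ly6c1 (6.82), Cldn11 (6.68) and a pair of targets named by number only (7.59 and 6.73). Actg2 and Ly6c1 lie at background in suspended G4 mESC-EBs, so that their log2 differences and their rank rest on that background, and what is measured is a rise of at least 44-fold and at least 52.7-fold. The 6 arrays make 10 splits, too few for a share under 0.05: 1 split, the real one, gave as many genes (7197), and the highest other gave 0 in limma. For attached EBs of both lines, 1 split of 10 again gave as many (10339 genes, and 8973 at the thresholds of the study), and the highest other gave 0 in limma.

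Pou5f1, Klf4 and Myc were higher in mGriPSC-EBs than in G4 mESC-EBs (Pou5f1 in suspended EBs by a call that 8 recalculations end), while Nanog and most pluripotency genes were lower. That attached mGriPSC-EBs had gone further toward the primed epiblast state than attached G4 mESC-EBs is argued against, since 14 of 16 genes of that list were lower and 1 higher (camera adjusted p = 4.38e-06, 0.0319 with an estimated correlation). The list, which also holds primitive streak genes, rose on attachment in G4 mESC-EBs. So this comparison cannot tell whether mGriPSC-EBs themselves passed to that state. Above background on all 3 arrays were 2 of 16 genes in suspended and 4 in attached mGriPSC-EBs. In suspended mGriPSC-EBs the question stays open, as 7 were lower, 0 higher and 9 not called and the list's call is lost (camera adjusted p = 0.0244, estimated-correlation p = 0.317). RNA of the vectors, which may be read by some probes of a factor only, would set the probes of 1 factor apart: 3 of the 4 factors have probes over 2 log2 units apart (Sox2 2.78, Myc 4.28, Klf4 6.22, Pou5f1 0.54), against 11.6% of 5779 genes (exact binomial p = 0.00569, one-sided). That share covers genes that differ little between the lines, in which probes can hardly lie so far apart. The factors' probes were also picked after they were seen, so this p-value is no evidence for vector RNA. With signals raised to the background limit and probes at background in both groups left out, only 1 factor has (Klf4 5.73, Sox2 1.98, Pou5f1 0.54, Myc left with 1 probe), so that vector RNA and RNA of the cells' own genes cannot be told apart on so few factors. Klf4 and Myc of the cells' own genes stay open as well and were not tested. By RT-PCR of mGriPSCs, the paper found all 4 of the cells' own genes active and the vector copies silenced to various levels (Fig. 1K).

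Probes of 1 gene disagree between ovary and EB arrays: 26.7% of pairs go opposite ways. Probe names out of order in 1 set of arrays are argued against, since at most 6.54% of pairs go opposite ways within a set. Separate runs or labelling stay open: 67.9% of 81 ribosomal protein genes differ by over 1 log2 unit between ovary and EBs (65.4% are lower in ovary), against at most 7.41% within a set and 49.3% of all genes between ovary and EBs. A slower growth of ovarian cells, which could lower these genes too, was not tested. For the counts between ovary and EBs, of 100 splits, 1, the real one, gave as many genes (15516, with 9513 in the highest other), as in adult ovary (14377 and 3018) and in P2 ovary (15044 and 4090). These splits exchange single arrays, whose spread may be technical, so chance between animals or cultures stays open. For adult against P2 ovary 10 splits are too few for a share under 0.05, with 7499 genes in the real split, 1 that gave as many, and 232 in the highest other.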

How the results depend on the processing

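Of the alternatives in this part, cyclic loess on the deposited values, and normexp with an offset of 16 on the ovary signals, were chosen only after the data were seen. Over 541 results on named genes, direction and side of the threshold were the same in 9610 recalculations, 87 ended a call, 71 made one and 17 turned a direction. Over 243 list tests, 587 recalculations stayed on their side, 50 ended a call, 92 made one and 0 turned a direction. Of 20 counts and summaries, 235 recalculations stayed in range and 27 moved. Arrays give signals over background only, and 33 to 41% of probes were above it per ovary array, so low signals bound a fold rather than measure it. A model with the chip as a block was not run, since no chip is given, and the alternatives on unnormalized signals cover adult against P2 ovary alone. Where an alternative changed a result, the cause was not tested.

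The count for attached against suspended G4 mESC-EBs (3625) was 7438 with array weights and 6299 with only those groups in the fit (9564 and 6555, in place of 8136, in mGriPSC-EBs), and 2605 to 2961 without each replicate. At the thresholds of the study, genes above background on all 6 arrays gave 4590 in place of 7017 against suspended mGriPSC-EBs, and 5091 in place of 8973 against attached G4 mESC-EBs, with fewer genes tested. PC1 and PC2 held 66.28% with genes scaled to unit variance, 76.38% without a detection filter and 79.2% with a stricter one (78.52% as reported). With Spearman correlation, r was 0.819 between adult and P2 ovary, 0.507 between ovary and EBs, 0.932 and 0.865 between attached and suspended G4 mESC-EBs and mGriPSC-EBs, and 0.812 between the lines. Without a detection filter r was 0.897, 0.705, 0.965 and 0.923 for the former 4 pairs, and with a stricter one 0.540 between ovary and EBs and 0.953 between attached and suspended G4 mESC-EBs. The latter pair had 0.952 with the mean of a gene's probes and 0.949 with cyclic loess. The ratio of distances on attachment (1.514) was 2.278 with 1 - r, 1.473 with the mean of probes and 1.471 to 1.583 without each replicate. Of 92 list calls by camera, 44 hold with an estimated correlation, and fry calls 182.

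Directions turned between ovary and EBs, first with the mean of a gene's probes: Myc (1.294, 1.267 in adult and 1.32 in P2 ovary alone), Dnmt3b (-0.075, and -0.223 in adult ovary), Acta2 (0.288), and in P2 ovary Cyp11a1 (0.383) and Hsd17b7 (-0.327), while Cyp11a1 of adult ovary against suspended mGriPSC-EBs had 1.89. With cyclic loess they turned for H2ax (0.67, 0.581 in adult and 0.758 in P2 ovary), Acta2 (0.531) and Inhba in P2 ovary (0.545), and without a detection filter for Dnmt3a (-0.167, and -0.196 in P2 ovary) and Scarb1 in adult against P2 ovary (-0.1).

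Calls without each replicate numbered 9392 to 10160 for attached mGriPSC-EBs against attached G4 mESC-EBs, 6221 to 6489 for suspended ones, 7027 to 8148 for attached against suspended mGriPSC-EBs, 6472 to 7918 for the interaction, 6491 to 7582 for adult against P2 ovary and 15249 to 15787 for ovary against EBs. On unnormalized ovary signals adult and P2 ovary differed in 6429 genes with normexp and an offset of 16, 6419 with 50, 6499 without background correction, 5665 with the 75th percentile and 6142 with cyclic loess. Cyclic loess on the deposited values moves the median difference of all genes from -0.268 to -0.006 for adult ovary against EBs, from -0.273 to 0.084 for P2 ovary against EBs and from 0.037 to 0.139 for the interaction. With the replicate number as a block, the counts were 10213, 7070, 7984 and 3437 for the 4 comparisons of EBs and 7333 for adult against P2 ovary, while 45 pairs of arrays with the same number had a mean r of -0.009 in their deviations (0.006 with different numbers) and 5 of 18 arrays correlated best with their own number. The highest share of equal values between replicates was 1.85%. Changes were planted in simulated arrays of attached mGriPSC-EBs, in 50 genes at each fold and 200 of 17974 genes in all. There limma called 26% at a fold of 1.5, 72% at 2, and 98% at 4 and 8, with 9 calls among genes without a planted change. With so few changed genes the adjustment is stricter than in the data, where 57.5% of genes were called between attached EBs. These shares thus do not tell how many real changes were missed.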

Differences from the paper's values

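The paper counts 3242 regulated genes in attached mGriPSC-EBs, 1792 higher and 1452 lower, and does not name the group they were compared with. At its thresholds, and over 17974 genes where the paper had fewer analysis-ready ones, 7017 genes were regulated against suspended mGriPSC-EBs (the paper's value is 3242), 3280 of them higher (1792 in the paper) and 3737 lower (1452 in the paper). Against attached G4 mESC-EBs 8973 genes were regulated (3242 in the paper), 4229 of them higher (1792) and 4744 lower (1452). Of the alternatives set before the data were examined, the restriction to genes above background on all 6 arrays brings 2 of these 6 counts within 1.5 times the paper's: 4590 regulated and 2389 higher against suspended mGriPSC-EBs. With that restriction 2201 lower genes, and 5091 regulated, 2726 higher and 2365 lower genes against attached G4 mESC-EBs, stay over 1.5 times the paper's. Without a detection filter, with a stricter one, with the mean of a gene's probes, with trend and robust eBayes, with array weights, with a replicate block, with only the groups of the comparison and without each replicate in turn, all 6 counts stay over 1.5 times the paper's, the total from 6394 to 9338. With cyclic loess on the deposited values, which was chosen after the data were seen, more genes were higher than lower, as in the paper: 4092 and 3096 against suspended mGriPSC-EBs, and 4708 and 4326 against attached G4 mESC-EBs. None of the settings reaches the paper's values themselves.

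The paper states that stem cell genes are expressed in differentiating iPSCs at levels comparable to the corresponding G4 ESCs. Of its 5 genes, 1 was higher and 4 lower in attached mGriPSC-EBs than in attached G4 mESC-EBs and 1 was higher and 2 lower in suspended ones, Nanog being at least 47.2-fold lower in attached and 6.08 log2 units lower in suspended EBs (2 of 3 mGriPSC-EB arrays above background there) and Dnmt3b being lower by 5.54 and 2.62 log2 units. Pou5f1 was higher, in suspended EBs by a call that 8 recalculations end, the mean of its probes among them (0.21, adjusted p = 0.256), and Gdf3 and Fut4 did not pass the test in suspended EBs. The G4 mESC colonies were not analysed here. The legend of S5 Fig. likens ovarian and gametogenesis genes to mESCs. Between mGriPSC-EBs and G4 mESC-EBs, of 9 ovarian and 5 germ cell markers together, 8 of 14 did not pass the limma test in suspended and 10 of 14 in attached EBs. Of the 9 ovarian markers, 7 were above background on no suspended G4 mESC-EB array and 6 on no suspended mGriPSC-EB array. Genes at background in both lines could hardly pass, so the tally speaks neither for nor against the legend. In suspended and attached mGriPSC-EBs Dazl was at least 5.71-fold and at least 3.69-fold lower and Amhr2 lower by 2.08 and 1.02 log2 units. Esr1 was at least 1.79-fold and at least 1.25-fold higher there with the probe used, while its other probe lay at background in both lines. From stained antigens in oocyte-enriching culture, which is another measure, the paper states higher Dazl, Gdf9 and Boule in mGriPSC-EBs than in G4 mESC-EBs (Fig. 4N). In RNA, Gdf9 lay at background in suspended EBs of both lines and was at least 1.91-fold lower in attached mGriPSC-EBs (adjusted p = 9.18e-06). Boll lay at background in attached EBs of both lines. In suspended mGriPSC-EBs it was called lower (adjusted p = 0.00296), but at 5.62 ± 0.29 in suspended G4 mESC-EBs (SD, n = 3) it lay at the background limit there too.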

Other observations

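Imprinted genes were higher in attached than in suspended G4 mESC-EBs, as were genes of blood vessels and smooth muscle. Of 28 imprinted genes, 17 rose and 0 fell (camera adjusted p = 1.34e-08), with Cdkn1c, a growth inhibitor of the cell cycle, at 3.52 ± 0.27, Igf2, a fetal growth factor, at 3.08 ± 0.47 and Dlk1 at 2.56 ± 0.42. In mGriPSC-EBs 4 rose and 5 fell (3 and 5 adjusted over the list alone, camera adjusted p = 0.922), and the interaction was positive for 1 and negative for 14 (camera adjusted p = 0.00667, estimated-correlation p = 0.064), Igf2 included (-2.95). Of 24 blood and endothelium genes, 11 rose and 1 fell (camera adjusted p = 2.47e-07), with Cdh5, the cadherin of blood vessels, at least 8.07-fold and Hbb-bh1, an embryonic globin, at least 8.92-fold higher. Of the smooth muscle genes, 6 rose and 0 fell (7 and 0 adjusted over the list alone, camera adjusted p = 1.74e-05), and of the neural genes, 5 rose and 1 fell (camera adjusted p = 0.0109, estimated-correlation p = 0.142). Of the 4 germ layer markers that the study chose, 3 rose, Nefm, a neurofilament protein (at least 4.09-fold), Acta2 (3.39 ± 0.21) and Afp, a liver and yolk sac protein (at least 2.39-fold). In mGriPSC-EBs 1 of them rose, Acta2, and the interaction was negative for Acta2 (-1.07, but -0.26 with the mean of its probes, adjusted p = 0.564) and for Nefm and Afp, which lay at background in mGriPSC-EBs. Primordial germ cell genes (0 rose and 10 fell, or 0 and 12 adjusted over the list alone, camera adjusted p = 7.47e-06) and meiosis genes (0 rose and 5 fell, or 0 and 6 adjusted over the list alone, camera adjusted p = 0.00491) fell in G4 mESC-EBs, as did the single genes Ifi27 (-4.49 ± 0.21), Oasl2 (-3.16 ± 0.25) and Usp18 (-2.84 ± 0.35).

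Against G4 mESC-EBs, some genes of vessels, nerve and mesenchyme were higher in mGriPSC-EBs, while the lists they belong to gave no call. Cldn5 and Tek, of the endothelium, were higher in suspended mGriPSC-EBs by 5.36 ± 0.41 and 4.21 ± 0.31, among 6 higher and 4 lower blood and endothelium genes (camera adjusted p = 0.238), and the list gave 5 and 10 in attached ones (camera adjusted p = 0.224). Dpysl3 and Map2, of growing neurites, were higher by 4.56 ± 0.20 and 3.15 ± 0.20, among 6 higher and 4 lower neural genes (camera adjusted p = 0.246), while the list gave 6 and 9 in attached ones (camera adjusted p = 0.744). Thy1, a surface protein of fibroblasts and neurons, and Cd68, of macrophages, were higher in attached mGriPSC-EBs by 4.91 ± 0.21 and 3.29 ± 0.20, among 12 higher and 7 lower fibroblast and matrix genes (camera adjusted p = 0.419) and 2 higher and 2 lower leukocyte genes (camera adjusted p = 0.59). The list of oviduct, fat and other tissue around the ovary was called, with 5 higher and 0 lower in suspended (camera adjusted p = 0.0148, estimated-correlation p = 0.317) and 5 higher and 0 lower (4 and 0 adjusted over the list alone) in attached mGriPSC-EBs (camera adjusted p = 0.0409, estimated-correlation p = 0.345), where Msln, of the mesothelium, was at least 15.2-fold and Ovgp1, an oviduct glycoprotein, 2.31 ± 0.23 log2 units higher. Imprinted genes were lower in attached mGriPSC-EBs, 4 higher and 16 lower (6 and 16 adjusted over the list alone, camera adjusted p = 0.0052), with Mest at -4.16 ± 0.21. Cardiac and skeletal muscle genes gave 5 higher and 5 lower (camera adjusted p = 0.891), epithelium 4 and 7 (camera adjusted p = 0.744) and hypoxia and glycolysis 3 and 10 (camera adjusted p = 0.0771).

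In adult against P2 ovary, imprinted genes were lower, with 2 higher and 16 lower (4 and 16 adjusted over the list alone, camera adjusted p = 5.28e-06), H19 at -9.05 ± 0.47, Dlk1 at -8.21 ± 0.42 and Igf2 at least 163-fold lower. Smooth muscle (0 higher and 12 lower, camera adjusted p = 3.19e-08), neural (2 and 8, camera adjusted p = 0.000838) and trophoblast genes (1 and 8, or 1 and 9 adjusted over the list alone, camera adjusted p = 0.000312) were lower too, and hypoxia and glycolysis genes higher (13 and 4, or 14 and 4 adjusted over the list alone, camera adjusted p = 0.00208, estimated-correlation p = 0.206), with Eno1 and Hk2, of glycolysis, at 2.07 ± 0.22 and 2.05 ± 0.13. Of 3 genes of the Y chromosome, 1 was higher in attached than in suspended mGriPSC-EBs, namely Ddx3y (3.20 ± 0.34), as was 1 in attached than in suspended G4 mESC-EBs, Ddx3y again (1.32 ± 0.34, no longer called without suspended G4 mESC-EB replicate 1, adjusted p = 0.0555). The interaction was 1.88 ± 0.48, and 1, again Ddx3y, was lower in suspended mGriPSC-EBs than in suspended G4 mESC-EBs (-1.41 ± 0.34). Ddx3y had log2 signals of 9.89 ± 0.06 in adult and 10.66 ± 0.76 in P2 ovary, 8.04 ± 0.06 and 11.24 ± 0.80 in suspended and attached mGriPSC-EBs, and 9.45 ± 0.33 and 10.77 ± 0.20 in suspended and attached G4 mESC-EBs (SD, n = 3 each), while Uty stayed under 5.60 in every group mean. Ovary has no Y chromosome, so the signal of this probe is not read as expression from it. The X inactivation list holds Xist and its antisense partner Tsix, and 2 of 2 were higher in attached than in suspended mGriPSC-EBs. Tsix (adjusted p = 0.0232) was above background on 2 of 3 attached and 0 suspended arrays, so that no fold is given. The call on Tsix ended with only those groups in the fit (adjusted p = 0.0514), and without suspended mGriPSC-EB replicate 2 or 3 (adjusted p = 0.0533 and 0.0617) or attached mGriPSC-EB replicate 1 (adjusted p = 0.0508).

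Whether granulosa genes were kept active from the cells of origin stays open, since their list gave no call against G4 mESC-EBs. This test was chosen, and its criterion changed, only after its result was seen. In suspended mGriPSC-EBs 6 granulosa genes were lower and 1 higher than in suspended G4 mESC-EBs (camera adjusted p = 0.238), and in attached ones 10 were lower and 1 higher (9 and 1 adjusted over the list alone, camera adjusted p = 0.0771).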
